# Fasting induces anti-Warburg effect that increases respiration but reduces ATP-synthesis to promote apoptosis in colon cancer models

**DOI:** 10.18632/oncotarget.3688

**Published:** 2015-03-18

**Authors:** Giovanna Bianchi, Roberto Martella, Silvia Ravera, Cecilia Marini, Selene Capitanio, Annamaria Orengo, Laura Emionite, Chiara Lavarello, Adriana Amaro, Andrea Petretto, Ulrich Pfeffer, Gianmario Sambuceti, Vito Pistoia, Lizzia Raffaghello, Valter D. Longo

**Keywords:** Fasting, Warburg effect, colon cancer, oxidative phosphorylation, glucose uptake

## Abstract

Tumor chemoresistance is associated with high aerobic glycolysis rates and reduced oxidative phosphorylation, a phenomenon called “Warburg effect” whose reversal could impair the ability of a wide range of cancer cells to survive in the presence or absence of chemotherapy. In previous studies, Short-term-starvation (STS) was shown to protect normal cells and organs but to sensitize different cancer cell types to chemotherapy but the mechanisms responsible for these effects are poorly understood. We tested the cytotoxicity of Oxaliplatin (OXP) combined with a 48hour STS on the progression of CT26 colorectal tumors. STS potentiated the effects of OXP on the suppression of colon carcinoma growth and glucose uptake in both *in vitro* and *in vivo* models. In CT26 cells, STS down-regulated aerobic glycolysis, and glutaminolysis, while increasing oxidative phosphorylation. The STS-dependent increase in both Complex I and Complex II-dependent O_2_ consumption was associated with increased oxidative stress and reduced ATP synthesis. Chemotherapy caused additional toxicity, which was associated with increased succinate/Complex II-dependent O_2_ consumption, elevated oxidative stress and apoptosis.

These findings indicate that the glucose and amino acid deficiency conditions imposed by STS promote an anti-Warburg effect characterized by increased oxygen consumption but failure to generate ATP, resulting in oxidative damage and apoptosis.

## INTRODUCTION

Tumor cells are characterized by high glucose uptake and lactate production regardless of oxygen concentration, a phenomenon known as the “Warburg effect” [1]. The metabolic shift toward the Warburg effect confers bioenergetic and biosynthetic advantages to proliferating cells by increasing non-oxidative ATP production and generating metabolic intermediates from glucose important for cell growth [2]. Glutamine represents an additional metabolite catabolized by tumor cells and utilized for biosynthetic processes [3]. Aerobic glycolysis and glutaminolysis contribute to the chemoresistance of cancer cells [4] through :i) increased lactate production and export, ii) elevated NADPH limiting DNA oxidant drug effectiveness, and iii) decreased oxidative phosphorylation (OXPHOS) rate leading to reduced reactive oxygen species (ROS)-mediated DNA damage [5-8]. Therefore, strategies inhibiting glycolysis and glutaminolysis and promoting OXPHOS in order to delay tumor growth and overcome drug resistance are being investigated [9-11]. The return of cancer cells to the normal respiratory mode maintained by normal cells could also promote cancer cell death if the respiration was accompanied by electron leakage and superoxide generation [12, 13], leading to cellular damage and apoptosis [14, 15].

In mice, three day cycles of water only fasting (Short-Term-Starvation, STS) cause a generalized glucose and amino acid reduction/deficiency, which protects normal but not tumor cells against chemotherapy-mediated cytotoxicity [16], and induces potent chemosensitizing effects in many tumors [17, 18].

Preliminary clinical data indicates that in cancer patients fasting is not associated with major side effects and may reduce several of the side effects associated to chemotherapy [19] including a decreased toxicity to lymphocytes [20]. These pre-clinical and preliminary clinical results served as the foundation for randomized trials to test the safety and efficacy of fasting cycles on the effect of chemotherapy on both normal and cancer cells (NCT01304251, NCT01175837, NCT00936364, NCT01175837).

However, the molecular mechanisms responsible for the chemosensitizing effects of fasting on cancer cells remain poorly understood [17, 21].

Here, using both *in vitro* and *in vivo* colon carcinoma models, we show that STS exerts an anti-Warburg effect driving tumor cells from a glycolytic mode into an uncoupled OXPHOS which promotes increased ROS generation and apoptosis. These effects are enhanced by chemotherapy treatment.

## RESULTS

### Effects of fasting cycles and chemotherapy on colon carcinoma growth and glucose consumption *in vivo*

We investigated the effect of STS +/− chemotherapy on glucose metabolism in CT26 colon carcinoma cells in mice by micro-PET analyses. As previously described [16, 17], 48-hour of STS induced a significant body weight loss and serum glucose reduction. Analysis of tracer uptake by the tumor showed a differential response to the treatments (Figure 1A-C). After the first cycle, STS was as effective as oxaliplatin (OXP) in reducing the average tumor glucose consumption (Figure 1C). However, the lowest values were achieved by STS+OXP (Figure 1A-C). Monitoring of tumor progression during multiple cycles revealed that average tumor metabolism was inhibited similarly by the first and second STS treatments (Figure 1C). Chemotherapy induced only a transient reduction of the lesion metabolic rate after its first application. By contrast, average glucose consumption remained significantly lower in STS+OXP-treated mice (Figure 1C).

**Figure 1:**
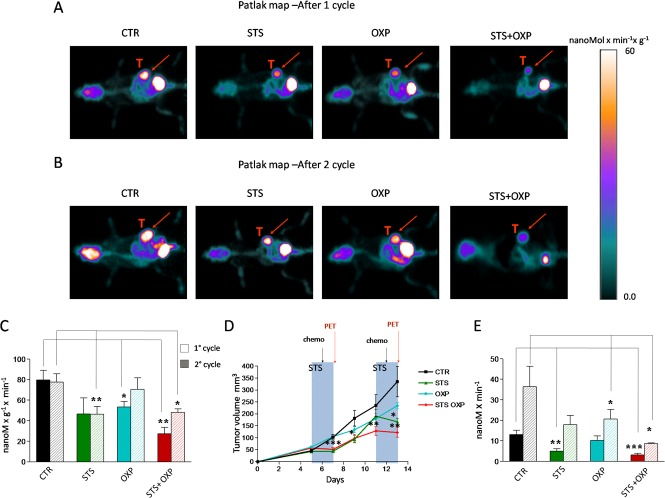
*In vivo* effect of fasting cycles in combination with chemotherapy on tumor glucose consumption and cancer growth CT26 cells were subcutaneously inoculated in the fat pad of BALB/c mice (200.000 cells/mouse). Five days after tumor cell inoculum, the mice were either fasted or maintained on the ad lib standard diet for 48 hours and treated with Oxaliplatin (OXP) (10 mg/Kg). After 1 week, the treatment was repeated. All mice were imaged after the first and the second cycle of therapy by a dedicated micro-PET system. Panel A shows the Patlak-map of a representative mouse for each group after the first cycle of treatment. Panel B shows the Patlak-map of a representative mouse for each group after the second cycle of treatment. Red arrows indicate the tumor mass. Panel C shows the cancer average glucose consumption expressed as nMol x min^−1^ x gr^−1^. Panel D shows the tumor volume expressed as mean value ± SD. Groups of experiments include: control (black), STS (green), OXP (light blue), and STS+OXP (red). Panel E shows the total cancer glucose consumption expressed as nMol x min^−1^.

The metabolic response to treatment was paralleled by an evident effect of STS on cancer growth, mostly during the fasting and not the post-fasting period (Figure 1D). The transient effect of STS on tumor growth was repeatable. OXP instead showed a deceleration in cancer growth which was enhanced by STS (STS+OXP) (Figure 1D). The additive effect of STS+OXP was also evident when total cancer glucose consumption rate was measured (tumor glucose metabolism/gr/min x total tumor volume). After both cycles, this glucose consumption rate was much lower in either STS- or OXP-treated mice but was lowest in STS+OXP-treated mice compared to that in untreated mice (STS+OXP *vs* STS 1° cycle P=0.05; STS+OXP *vs* OXP 1° cycle P=0.03; STS+OXP *vs* OXP 2° cycle P=0.01) (Figure 1E). In summary, these results indicate that STS enhances the toxicity of chemotherapy to colon cancer cells, resulting in decreased glucose consumption rates.

### *In vitro* effects of STS and chemotherapy on viability and metabolism of colon carcinoma cells

We investigated the *in vitro* effects of STS on a panel of colon carcinoma cell lines grown under normal or conditions mimicking starvation [17] for 48 hours. One day after STS, the cells were treated with OXP. STS and OXP showed additive cytotoxic effects in all the cell lines tested (Figure 2A). FDG uptake paralleled viability response since it was reduced by a similar degree by each single stressor, although the greatest impairment occurred in response to STS+OXP (Figure 2B). These results confirm the *in vivo* results and support the use of the *in vitro* paradigm to model the effects of STS in mice.

**Figure 2:**
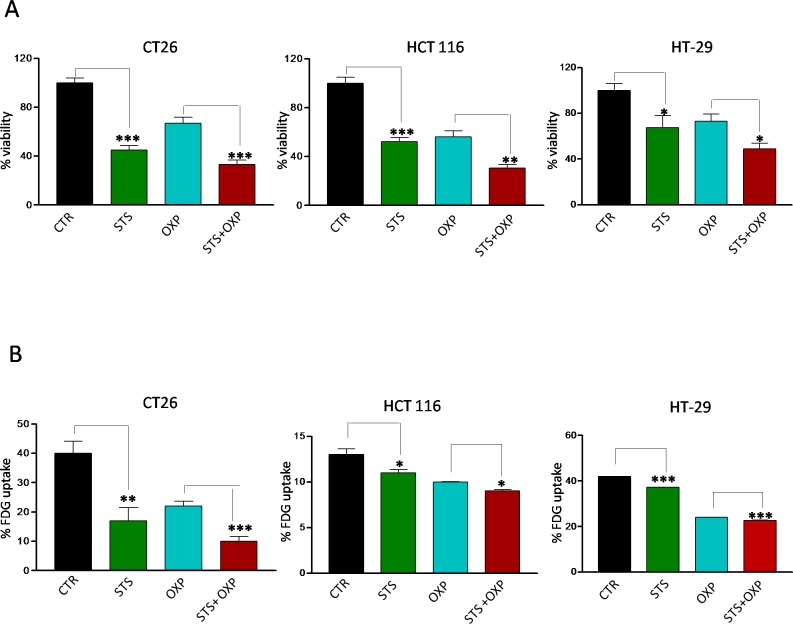
Effects of STS in combination with chemotherapy on viability and glucose uptake by colon carcinoma cells Tumor cells were cultured in with either low glucose (0.5 g/l) and 1% serum (*in vitro* STS) or the standard glucose levels (1.0 g/l) and 10% serum (control) for 48 hours. Then, cells were incubated with 40 μM oxaliplatin (OXP) for 24 hours. Panel A shows cell viability of different mouse and human colon carcinoma cell lines (CT26, HCT 116 and HT-29) as determined by Trypan Blue Assay. Panel B shows 18F-Fluorodeoxyglucose (FDG) uptake by different colon carcinoma cells (CT26, HCT 116 and HT-29). Tumor cells were incubated with FDG at 37 KBq/ml for 60 minutes. FDG retention was measured as the ratio between bound and total radioactivity. Data are expressed as percentage of viable cells ± SD. P value was calculated using unpaired t-test with Welch's correction. *: P<0.05; **: P<0.01; ***: P<0.001.

### STS and chemotherapy differentially regulate proliferation and metabolic enzymes in colon carcinoma cells

Because CT26 cells displayed the greatest sensitivity to STS in terms of viability and metabolic response (Figure 2A-B), we selected these cells to measure key mediators of proliferation and glucose metabolism in the PI3K-AKT pathway (PI3K, Phosphatase and Tensin Homolog (PTEN), 3-Phosphoinositide Dependent Kinase 1 (PDK1) and AKT). The effect of STS on metabolism was also evaluated by measuring GLUT1 and GLUT2 (both involved in glucose uptake) and the glycolytic enzyme HKII, PFK, Pyruvate Kinase (PK), and Lactate Dehydrogenase (LDH) expression and enzymatic activity. STS and in particular STS+OXP down-regulated the expression of PI3K/p110 (STS *vs* CTR: 81%; STS+OXP *vs* CTR: 48%), phospho-PDK1 (STS *vs* CTR: 57%; STS+OXP *vs* CTR: 84%) and phospho-AKT (STS *vs* CTR: 75%; STS+OXP *vs* CTR: 58%) and up-regulated PTEN expression (STS *vs* CTR: 122%; STS+OXP *vs* CTR: 121%) (Figure 3A). Notably, the latter effects matched well the effects of the treatments on CT26 proliferation (Supplementary Figure 1).

**Figure 3:**
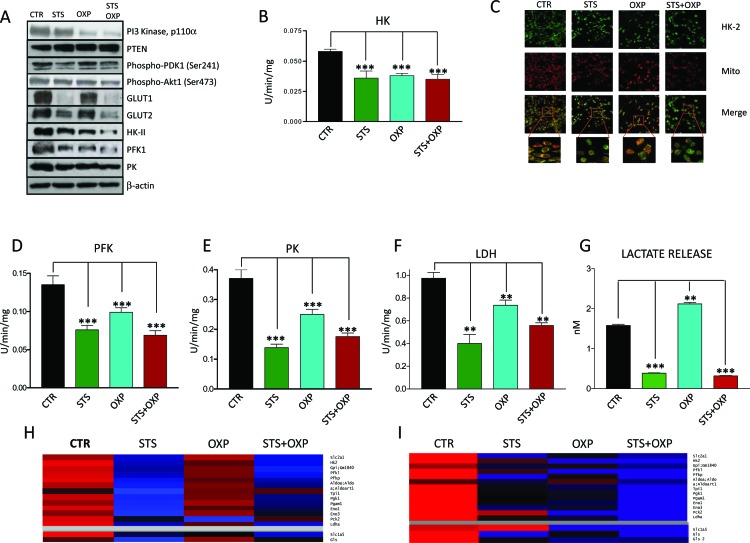
Effect of STS in combination with chemotherapy on growth and glucose metabolism pathways in colon carcinoma cells CT26 colon carcinoma cells, undergoing STS or incubated under standard conditions and treated with or without 40 μM oxaliplatin (OXP) for 24 hours, were lysed and underwent either western blots or enzymatic activity assays. For protein expression analysis cells were lysed and injected in a nanoscale high-performance liquid chromatography system connected to a hybrid linear trap quadrupole (LTQ) Orbitrap mass spectrometer. Proteins were identified and quantified using MaxQuant pipeline. For gene expression analysis RNA was extracted from CT26 cells and analyzed by microarray hybridization. Panel A shows the expression of PI3K, PTEN, Phospho-PDK1, Phospho-AKT, GLUT1, GLUT2, HKII, PFK1, PK and β-actin. Panel B shows the overall activity of HK by CT26 cells. Panel C shows the confocal microscopy for HK II. After treatment the cells were labeled by MitoTracker Far Red and stained for HK II expression by immunofluorescence. Merged images indicate that STS+OXP causes a significant and selective dislocation of HK II isoform from mitochondrial membrane to the cytosol. Panel D-E-F show the activity of Phosphofructokinase (PFK), Pyruvate kinase (PK), Lactate Dehydrogenase (LDH) by CT26 cells, respectively. Panel G shows the lactate release measured by spectrometry in the supernatants of CT26 cells. Data are expressed as mean values ± SD. P value was calculated using unpaired t test with Welch's correction. *: P<0.05; **: P<0.01; ***: P<0.001. Representative expression heat maps of proteins (Panel H) and genes (Panel I) involved in glycolysis and glutaminolysis are shown. Data are expressed as ratios over mean values for the four conditions (STS, OXP, STS+OXP; red = expression above mean, black= expression at mean; blue = expression below mean).

The effects of STS on proteins involved in glucose transport and metabolism was even more evident: STS induced a profound reduction in GLUT1 (STS *vs* CTR: 15%), GLUT2 (STS *vs* CTR: 40%), HKII (STS *vs* CTR: 74%; STS+OXP *vs* CTR: 48%), PFK1 (STS vs CTR: 74%; STS+OXP *vs* CTR: 48%), PK (STS *vs*CTR:64%;STS+OXP *vs* CTR: 66% ) protein expression, particularly in combination with chemotherapy (Figure 3A).

HK II catalytic function was reduced by all treatments (Figure 3B) but its intracellular localization was also affected. Immunofluorescence analysis showed a re-localization of HK II from the mitochondrial membrane into the cytosol, particularly after STS+OXP treatment (Figure 3C). Glucose metabolism impairment was further aggravated by the concomitant reduction of PFK (Figure 3D), PK (Figure 3E) and LDH (Figure 3F) activity caused by all treatments. STS-associated impairment of enzymes involved in glucose metabolism was confirmed by the analysis of extracellular lactate concentration, which was markedly reduced by STS alone or in combination with OXP (Figure 3G).

The STS-mediated reduction of glucose catabolism and expression of transport enzymes is consistent with the reduced levels of glucose caused by STS but also with the possibility that STS conditions promote a Warburg reversing effect.

### Expression of glycolytic and glutaminolytic enzymes in response to STS and chemotherapy

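RNA from CT26 cells, a mouse colon carcinoma line, was hybridized to 12 Affymetrix mouse expression arrays, 3 for each of 4 groups. Control (CTR) cells grew in medium with 1 g/L glucose and 10% serum, and cells under short-term starvation (STS) in medium with 0.5 g/L glucose and 1% serum for 48 hours. Cells in either medium were also treated with oxaliplatin (OXP), a platinum drug that damages DNA. The legend of Figure 3 gives 40 µM OXP for 24 hours, the methods give a range of 10 to 100 µM, and the sample labels give 10 µM. The methods and labels place OXP 24 hours after STS, whereas the legend of Figure 2 places it after 48 hours in each medium. No source says whether the 3 arrays of a group came from separate cultures. The authors deposited log2 values made with RMA, a method that corrects the background, equalizes the arrays by quantiles and summarises the probes of each probe set. These values were used without further normalization. Each of 17097 genes was represented by its probe set with the highest mean over the 12 arrays. limma fitted the 4 group means to all 12 arrays, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Each of 38 gene lists was compared with all other genes by camera. The gene lists, tests and rules for naming genes were chosen before the data were examined, but after the colours of the heat maps in the paper had been seen. Signals no higher than the highest of 22 control probe sets, which lay between 3.21 and 3.72 on the arrays, were treated as background.

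Relative to CTR, 2819 genes differed in STS-treated cells (1667 higher and 1152 lower). In OXP-treated cells 5377 genes differed (2995 higher and 2382 lower), and in STS+OXP-treated cells 5230 differed (2796 higher and 2434 lower). Between STS+OXP and STS 3764 genes differed, and between STS+OXP and OXP 2 genes differed, with 2160 at an unadjusted p under 0.05. These 2 genes were Shmt1, an enzyme of folate metabolism, with a log2 fold change of 0.57 (standard error 0.0737, adjusted p = 0.0297), and Angpt2, a ligand of an endothelial receptor, with a log2 fold change of -0.58 (standard error 0.0703, adjusted p = 0.0244). Neither passed with the average of all probe sets, eBayes with trend and robust, array quality weights, only the arrays of the groups compared or a replicate block (adjusted p from 0.0509 to 0.681), nor without any 1 of CTR replicates 2 and 3, STS replicates 1 and 3, OXP replicate 3 and the STS+OXP arrays (adjusted p from 0.0519 to 0.266). Both passed in limma without OXP replicate 2, with adjusted p of 0.00143 for Shmt1 and 0.000268 for Angpt2. Another split of the same 6 arrays, which put OXP replicate 2 with STS+OXP arrays, called 3 genes. The first principal component held 62.6% of the variance and parted the 6 arrays with OXP from the other 6. On OXP replicate 1 the Gapdh control set at the 3′ end exceeded that at the 5′ end by 3.85 on the log2 scale, against -0.117 to 0.284 on the other 11 arrays. OXP replicate 2 had a root mean square difference over genes of 0.173 from the STS+OXP arrays on average, of 0.345 from OXP replicate 1 and of 0.251 from OXP replicate 3. Without OXP replicate 2, 1166 genes differed between STS+OXP and OXP, and without OXP replicates 1 and 2 together 688 did, where OXP has 1 array, which is assumed to vary like the other groups. The number of arrays limits the precision of every value.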

The transcriptome and proteome of STS- and OXP-treated CT26 cells were analyzed by oligonucleotide microarrays and Label Free Quantitation (LFQ) on High Resolution/Mass Accuracy Liquid Chromatography Tandem Mass Spectrometry (HR/MA LC MS/MS), respectively. Figure 3H shows a heat map of proteins involved in glycolysis and glutaminolysis. The down-regulation of glycolytic enzymes was observed in STS-treated CT26 cells (Figure 3H), with or without OXP treatment. This down-regulation is most likely due to an effect of STS at the transcriptional level since the expression profiles of STS-treated cells show a clear down-regulation of the genes encoding these enzymes (Figure 3I). 

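STS-treated cells had lower mRNA levels of Slc2a1, which encodes the glucose transporter GLUT1, and of 5 of 18 measured glycolysis genes. The Slc2a1 signal averaged 9.43 ± 0.06 (log2, SD, n = 3 arrays) in CTR and 8.48 ± 0.11 (SD, n = 3) in STS, a log2 fold change of -0.94 (standard error 0.0992, adjusted p = 2.14e-05, limma). Slc2a1 lies on chromosome 4 of GRCm38 from 119108745 to 119137330. Among the glycolysis genes, the largest fall was that of Pfkp, the platelet form of phosphofructokinase, with a log2 fold change of -1.36 (standard error 0.239, adjusted p = 0.00137). Hk2, which encodes the hexokinase HKII, had a log2 fold change of -0.83 (standard error 0.119, adjusted p = 0.000286), and Eno3, a form of enolase, one of -0.91 (standard error 0.131, adjusted p = 0.00029). Tpi1, the triosephosphate isomerase, fell by 0.67 (adjusted p = 0.0214) and Aldoa, an aldolase, fell by 0.45 (adjusted p = 0.0464) on the log2 scale.

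None of the 18 genes was higher, and 8 were lower when adjusted over the list alone. Other genes that the paper names lay below CTR without passing the test. Pfkl, the liver form of phosphofructokinase, had a log2 fold change of -0.83 (standard error 0.278, adjusted p = 0.0608), and Pgk1, the phosphoglycerate kinase, one of -0.55 (adjusted p = 0.095). Ldha, the lactate dehydrogenase subunit, had -0.44 (adjusted p = 0.0573) and Pkm, the pyruvate kinase, -0.41 (adjusted p = 0.124). The median log2 fold change of the list was -0.41, with an adjusted p of 0.00112 from camera, or adjusted p = 0.525 with an estimated correlation between genes. Without OXP replicate 2, which shares in the estimate of the spread, 9 of the 18 genes were lower and 1, Hk1, was higher. Aldoa no longer passed without any 1 of the CTR and STS+OXP arrays or without STS replicates 2 or 3 (adjusted p from 0.0586 to 0.19), nor did Tpi1 without CTR replicates 2 or 3 or STS replicates 2 or 3 (adjusted p from 0.0535 to 0.0999).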

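Both groups given OXP had less mRNA of the hexokinase Hk2 than CTR, with log2 fold changes of -2.22 (standard error 0.119, adjusted p = 8.48e-09, limma, n = 3 arrays per group) in OXP-treated cells and -2.28 (standard error 0.119, adjusted p = 6.51e-09) in STS+OXP-treated cells. Ldha, the lactate dehydrogenase subunit, fell by 0.73 (adjusted p = 0.00142) in OXP and fell by 1.26 (adjusted p = 1.24e-05) in STS+OXP on the log2 scale. Pgk1, the phosphoglycerate kinase, fell by 0.76 (adjusted p = 0.0109) in OXP and fell by 1.44 (adjusted p = 8.65e-05) in STS+OXP. In OXP its log2 fold change was -0.42 (adjusted p = 0.00201) without OXP replicate 2, and with only the arrays of the groups compared it was not called (adjusted p = 0.066). Hk1, another hexokinase, rose instead, with log2 fold changes of 1.09 (adjusted p = 1.66e-05) in OXP and 0.77 (adjusted p = 0.000342) in STS+OXP. Of the 18 glycolysis genes, 8 were lower and 3, Hk1, Pfkm and Aldoc, were higher in OXP (11 lower and 4 higher when adjusted over the list alone). In STS+OXP 10 were lower and 2, Hk1 and Pfkm, were higher, with the same counts when adjusted over the list alone.

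The median log2 fold change of the list was -0.32 in OXP (adjusted p = 0.0287, camera; adjusted p = 0.654 with an estimated correlation) and -0.62 in STS+OXP (adjusted p = 0.00051, camera; adjusted p = 0.445 with an estimated correlation). The direct comparison of STS+OXP with OXP called no single glycolysis gene in limma, with 10 lower at an unadjusted p under 0.05 and 6 when adjusted over the list alone. Its median was -0.32 (adjusted p = 1.60e-05 with camera, or 0.273 with an estimated correlation). With specific probe sets only, which measured 11 of the 18 genes, the list was not called. The median of these genes was -0.0513, but Pfkl then took a dim probe set with a mean signal of 3.81. How much of the smaller fall stems from the change of genes and probe sets was not tested. A test of the list against no change, fry, did not call it either (unadjusted p = 0.0752). OXP replicate 2 had a median of -0.634 over these genes relative to the CTR mean, against -0.303 and -0.172 on OXP replicates 1 and 3 and -0.639 to -0.578 on the STS+OXP arrays. Without it the list was not called between OXP and CTR (median -0.20, adjusted p = 0.0557), while 9 of the 18 genes were lower in STS+OXP than in OXP (11 when adjusted over the list alone; median -0.505, adjusted p = 3.11e-10, camera; adjusted p = 0.0554 with an estimated correlation). Among these were Pgk1 with a log2 fold change of -1.02 (adjusted p = 2.01e-05) and Ldha with -0.76 (adjusted p = 8.40e-05). Without OXP replicates 1 and 2 together, where the lone OXP array is assumed to vary like the other groups, the medians were -0.17 (adjusted p = 0.279) for OXP against CTR and -0.56 (adjusted p = 2.12e-13) for STS+OXP against OXP. On the scale of the heat map in Figure 3I, where each value is divided by the mean of the 4 groups, all 11 measured genes of the heat map (10 of glucose metabolism and Slc1a5) lay below 1 in STS+OXP, 9 in OXP, 5 in STS and 0 in CTR. In OXP the number was 5 without OXP replicate 2. Pck2, a carboxykinase of the mitochondria, and Slc1a5 had lower ratios in OXP (0.29 and 0.568) than in STS+OXP (0.393 and 0.609), and with all arrays Pck2 was not called between the 2 (log2 fold change 0.44, adjusted p = 0.437). Without OXP replicate 2 it was higher in STS+OXP than in OXP, with a log2 fold change of 0.78 (adjusted p = 0.00315). Pfkl, the liver form of phosphofructokinase, fell by 1.87 (adjusted p = 0.00012) in OXP. Its log2 fold change was -1.02 without OXP replicates 1 and 2 together. With specific probe sets only it was -0.31 (adjusted p = 0.0921). That value is from a dim probe set, with a mean signal of 3.81, near the control probe sets, where a large fall could not show in full. Another probe set of Pfkl, with a mean of 5.09, had a log2 change of -1.11 in OXP that was not tested.

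**Figure D1:**
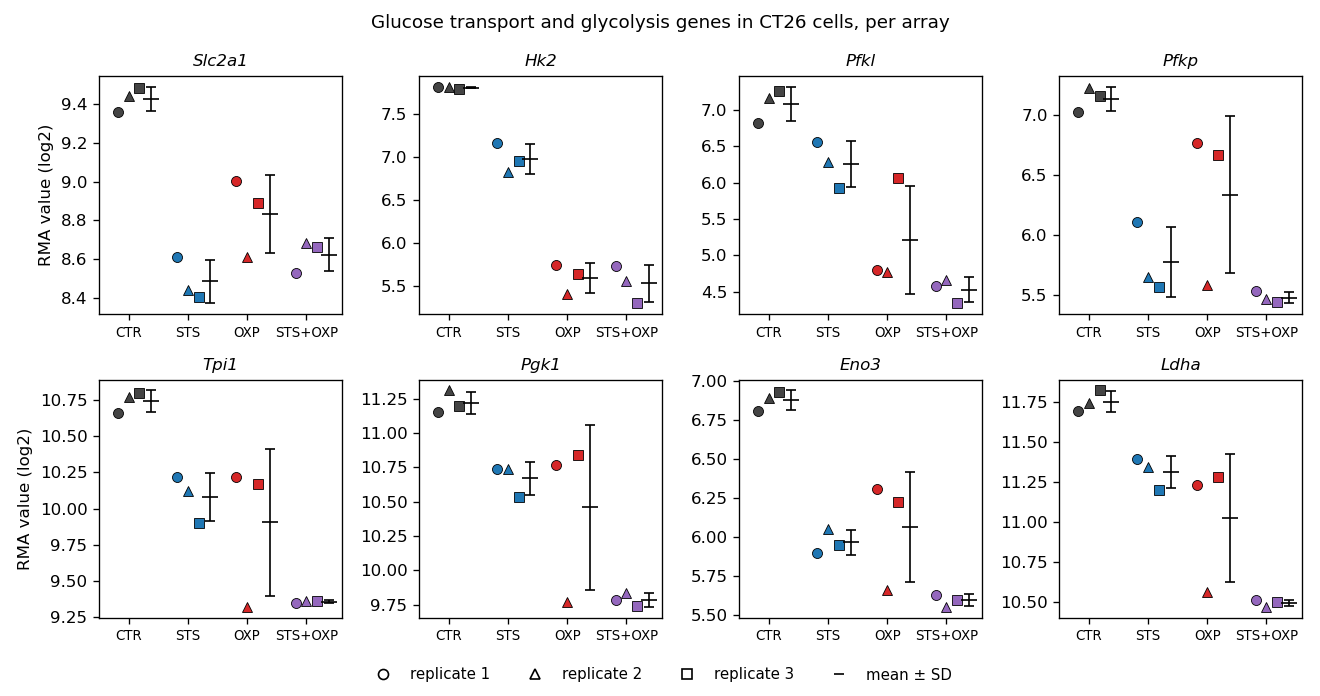
RMA log2 signal (vertical axes) of Slc2a1, Hk2, Pfkl, Pfkp, Tpi1, Pgk1, Eno3 and Ldha on each of the 12 arrays, by group (horizontal axes). Markers stand for replicates and bars for the mean and SD of 3 arrays; Hk2 averaged 7.81 in CTR, 6.98 in STS, 5.59 in OXP and 5.53 in STS+OXP.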

At the gene expression level, OXP-treated cells also show reduced expression of glycolysis genes but this effect is more evident in STS+OXP-treated cells (Figure 3I). STS also reduced both glutaminase (Gls) mRNA and protein levels. In contrast, the expression of the glutamine transporter Slc1a5 was reduced only at the protein level (Figure 3H-I). 

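The glutamine transporter gene Slc1a5 had a similar signal in both media, 7.51 ± 0.04 (log2, SD, n = 3 arrays) in CTR and 7.68 ± 0.08 (SD, n = 3) in STS. The log2 fold change was 0.17 (standard error 0.0773, adjusted p = 0.165, limma). Slc1a5 lies on chromosome 7 of GRCm38 from 16781334 to 16798274. Of 16 measured genes of glutamine metabolism, 6 were lower in STS and none was higher (7 lower when adjusted over the list alone). They included Gpt2, an alanine aminotransferase of the mitochondria, with a log2 fold change of -1.13 (standard error 0.136, adjusted p = 6.47e-05). Aldh18a1, which opens the synthesis of proline from glutamate, fell by 0.81 (adjusted p = 5.89e-05), and Asns, the asparagine synthetase, fell by 0.70 (adjusted p = 0.00035).

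The median log2 fold change of the list was -0.18, with an adjusted p of 0.0158 from camera, or adjusted p = 0.0865 with an estimated correlation. Another, dimmer probe set of Slc1a5, with a mean signal of 4.65, had a log2 change of -0.60 that was not tested.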

The combination of STS+OXP reduced protein and mRNA levels of both glutaminase and the Slc5a1 (Figure 3H-I). These results confirm that the reduced glucose levels in combination with other changes imposed by STS, have a major effect in down-regulating glycolytic genes and proteins.

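Slc5a1, which encodes a sodium-glucose cotransporter, gave a signal at the level of the control probe sets in all 4 groups. It averaged 2.84 ± 0.13 (log2, SD, n = 3 arrays) in CTR and 2.83 ± 0.11 (SD, n = 3) in STS+OXP, a log2 fold change of -0.01 (standard error 0.0966, adjusted p = 0.957, limma), and a fall was not detectable at this signal. Slc5a1 lies on chromosome 5 of GRCm38 from 33104219 to 33162699. The glutamine transporter gene Slc1a5 was lower in both groups given OXP, with 6.28 ± 0.10 (SD, n = 3) in OXP and 6.38 ± 0.09 (SD, n = 3) in STS+OXP. Relative to CTR this was a log2 fold change of -1.12 (standard error 0.0773, adjusted p = 9.07e-08) in STS+OXP, and relative to STS one of -1.30 (adjusted p = 4.36e-08).

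Of the 16 genes of glutamine metabolism, 8 were lower in STS+OXP than in CTR and none was higher, with the same counts when adjusted over the list alone. Gpt2 fell by 2.48 (adjusted p = 9.79e-09) and Slc7a5, a transporter that exchanges glutamine for leucine, fell by 2.29 (adjusted p = 5.9e-07) on the log2 scale. The list had a median log2 fold change of -0.48 (adjusted p = 5.26e-05, camera; adjusted p = 0.0111 with an estimated correlation). In OXP alone 9 genes of the list were lower and none was higher (9 lower and 1 higher when adjusted over the list alone), with a median of -0.53 (adjusted p = 4.95e-05, camera).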

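Around the glycolysis genes, 13 of 24 targets of the hypoxia factor HIF-1 were lower and 1 was higher in STS than in CTR (16 lower and 1 higher when adjusted over the list alone), and the glucose transporter genes Slc2a1 and Slc2a6 were lower too. The median of the HIF-1 targets, which share 3 genes with the glycolysis list, was -0.56 in STS (adjusted p = 8.09e-08, camera; adjusted p = 0.181 with an estimated correlation) and -0.74 in STS+OXP (adjusted p = 3.52e-07; adjusted p = 0.197 with an estimated correlation). Ero1a, an oxidase of the endoplasmic reticulum, had a log2 fold change of -1.72 (adjusted p = 3.28e-07, limma, n = 3 arrays per group), and P4ha2, a prolyl hydroxylase of collagen, one of -1.67 (adjusted p = 2.62e-05). Txnip, which restrains the uptake of glucose, rose in each treated group, with log2 fold changes of 1.96 (standard error 0.182, adjusted p = 6.76e-06) in STS, 4.29 (adjusted p = 1.09e-09) in OXP and 4.00 (adjusted p = 1.9e-09) in STS+OXP. Slc16a1, which encodes the lactate carrier MCT1, had a log2 fold change of 0.01 (adjusted p = 0.972) in STS and fell by 0.85 (adjusted p = 8.78e-07) in STS+OXP.

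Of 14 genes of glucose transport and lactate export, 2 were lower and none was higher in STS, with the same counts when adjusted over the list alone, and the list was not called (median -0.11, adjusted p = 0.102). Of 15 regulators of glycolysis, 2 were higher and 1, Pdk1, was lower in STS (2 and 2 when adjusted over the list alone; adjusted p = 0.779, camera). Pdk1, which holds back pyruvate dehydrogenase, fell by 0.55 (adjusted p = 0.047) and no longer passed without any 1 of the CTR, STS or STS+OXP arrays (adjusted p from 0.0617 to 0.194). Of 9 pentose phosphate genes, 2 were higher and none was lower in STS (3 higher when adjusted over the list alone; adjusted p = 0.538, camera). STS+OXP cells had 6 lower and 2 higher glycolysis genes than STS cells (7 lower and 2 higher when adjusted over the list alone). The median of that comparison was -0.20 (adjusted p = 0.0441, camera; adjusted p = 0.67 with an estimated correlation), and its adjusted p was 0.0528 to 0.103 without CTR replicate 1, STS replicates 1 or 2, OXP replicate 1 or STS+OXP replicate 3. From the lower mRNA levels of these genes in STS-treated cells the paper proposes that the glycolytic enzymes fall through an effect on transcription (Figure 3I). From the mRNA and protein data together (Figure 3H-I) it concludes that lower glucose, combined with the other changes of STS, strongly reduces glycolytic genes and proteins.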

### Starvation and chemotherapy promote uncoupling of the mitochondrial respiratory chain and oxidative stress

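Nuclear genes of oxidative phosphorylation were seldom called between CTR and STS, and 35 of 82 were higher in OXP-treated cells. Of the 82 measured genes, 1 was higher and 4 were lower in STS than in CTR (1 higher and 2 lower when adjusted over the list alone). The higher gene was Cox15, which acts in the synthesis of heme A for complex IV, with a log2 fold change of 0.58 (adjusted p = 0.00254, limma, n = 3 arrays per group). The largest fall was that of Cox6a2, a subunit of complex IV, with a log2 fold change of -1.05 (standard error 0.105, adjusted p = 1.35e-05). In OXP 6 of the genes were lower beside these 35 (36 higher and 6 lower when adjusted over the list alone). Among them the complex I subunits Ndufb3 and Ndufa11 had log2 fold changes of 0.79 (standard error 0.097, adjusted p = 2.05e-05) and 0.76 (standard error 0.111, adjusted p = 9.94e-05).

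By complex, 19 of 33 genes of complex I were higher in OXP and none was lower (20 higher when adjusted over the list alone), with a median log2 fold change of 0.31 (adjusted p = 0.00014, camera; adjusted p = 0.529 with an estimated correlation). Of 20 genes of complex IV, 9 were higher and 2 were lower (10 and 2 when adjusted over the list alone), with a median of 0.21 (adjusted p = 0.0206; adjusted p = 0.529 with an estimated correlation), and the list was not called without OXP replicate 1 (adjusted p = 0.066). Of 4 genes of complex II 2 were higher (3 when adjusted over the list alone), of 9 of complex III 1 was lower (0 when adjusted over the list alone), and of 16 of complex V 5 were higher and 3 were lower by either adjustment; camera called none of these lists (adjusted p = 0.178, 0.548 and 0.341). The whole list had a median of -0.02 in STS (adjusted p = 0.735) and of 0.19 in OXP (adjusted p = 0.000477; adjusted p = 0.654 with an estimated correlation). In STS+OXP 23 genes were higher and 12 were lower (25 and 12 when adjusted over the list alone), and the list was not called (median 0.05, adjusted p = 0.441). The lower genes there included Cycs, the cytochrome c gene, with a log2 fold change of -0.46 (adjusted p = 0.000326), and Uqcrfs1, the iron-sulfur subunit of complex III, with -0.40 (adjusted p = 0.00093).

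Between STS+OXP and OXP no gene of the list was called in limma, with 22 lower at an unadjusted p under 0.05, and the median was -0.14 (adjusted p = 1.59e-11, camera; adjusted p = 0.273 with an estimated correlation). The 3 OXP arrays had medians of 0.315, 0.0574 and 0.215 relative to the CTR mean, the highest on OXP replicate 1, whose control transcripts had a weak 5′ signal. Without that array, 30 genes were higher and 6 were lower in OXP than in CTR (33 and 9 when adjusted over the list alone), with a median of 0.13 (adjusted p = 0.00549, camera). Without OXP replicate 2, 45 genes were higher and 3 were lower in OXP than in CTR, and 10 were lower in STS+OXP than in OXP. Without OXP replicates 1 and 2 together, which leaves 1 OXP array and takes the spread from the other groups, 28 were higher and 2 were lower in OXP than in CTR. Of 24 genes of the tricarboxylic acid cycle, which share the 4 genes of complex II, 2 were higher and 3 were lower in STS (3 and 4 when adjusted over the list alone; adjusted p = 0.86, camera), and in STS+OXP 3 were higher and 10 were lower (3 and 13 when adjusted over the list alone; median -0.23, adjusted p = 0.00704; adjusted p = 0.397 with an estimated correlation).

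**Figure D2:**
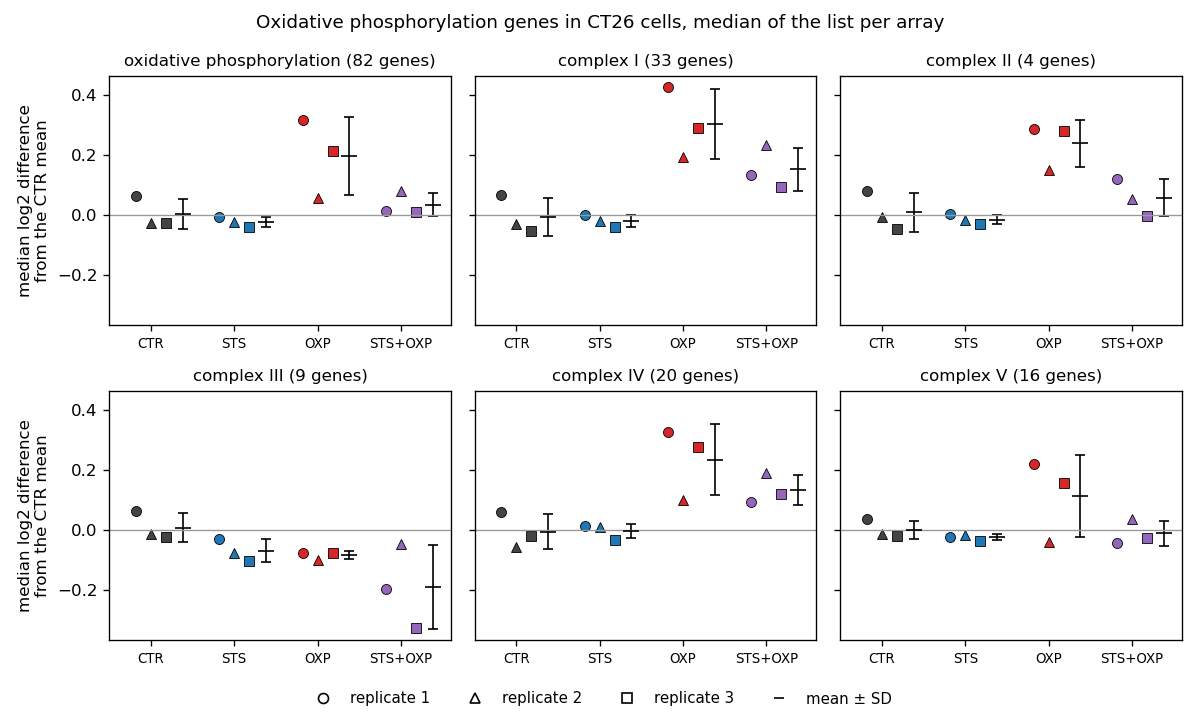
Median log2 difference from the CTR mean (vertical axis) on each of the 12 arrays, by group (horizontal axis), for the 82 genes of oxidative phosphorylation and for complexes I, II, III, IV and V. Markers stand for replicates; for the whole list OXP replicate 1 lies at 0.315 and OXP replicate 2 at 0.0574.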

Proteomic and genomic analyses did not show a clear effect of STS in up- regulating OXPHOS although different sets of respiratory enzymes were elevated after STS or OXP or STS+OXP (Supplementary Figure 2A-B). Clear changes were instead observed when measuring enzymatic activities of respiratory complexes, oxygen consumption and ATP: STS up-regulated Complex I and IV (Figure 4A and C) without affecting Complex II activity (Figure 4B). Consistent with this effect, a significant increase in O_2_consumption rate (OCR), indicative of an increased oxidative metabolism, was observed (Figure 4D and E). This corresponded to a significant reduction of ATP synthesis (Figure 4F and G). Accordingly, the ATP/AMP ratio, a good indicator of cellular energy charge, was dramatically reduced by the two STS settings (Supplementary Figure 2C).

**Figure 4:**
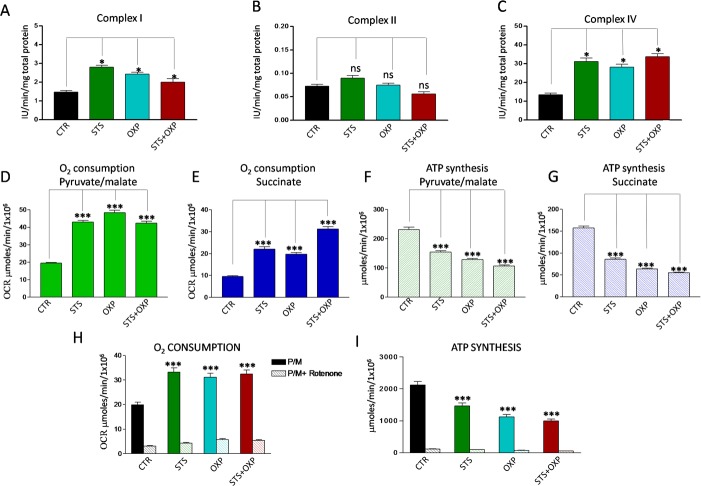
Effect of STS in combination with chemotherapy on oxidative phosphorylation activity of CT26 colon carcinoma cells Panels A, B and C report the activity of the redox Complexes I, II and IV in CT26 cell lines treated with STS +/− OXP. Data are expressed as mean values ± SD. P value was calculated using unpaired t-test with Welch's correction. *: P<0.05. Panels D-E show the oxygen consumption rate (OCR) of CT26 in the presence of pyruvate (10mM)/malate (5mM) and succinate (20mM), respectively. OCR was measured by an oxygen micro-respiration electrode and expressed as μM O_2_/min/10^6^ cells. Each is representative of at least three experiments. Panels F-G describe the activity of F0-F1 ATP synthase of CT26 cell lines, measured by luminometric analysis, after the addition of 10 mM pyruvate + 5 mM malate or 20 mM succinate. Panels H-I show the OCR and ATP synthesis in CT26 cells in the presence of pyruvate (10mM)/malate (5mM) and pre-incubated with Rotenone. Each is representative of at least six experiments. P value was calculated using unpaired t-test with Welch's correction. *: P<0.05.

In order to confirm the stimulatory effect of STS on Complex I-activity, we pre-incubated CT26 cells with Rotenone, a Complex I inhibitor. In the presence of Rotenone, none of the treatments caused a significant OCR increase (Figure 4H) or ATP synthesis reduction (Figure 4I).

Increased activity of the mitochondrial respiratory chain with a decreased ATP production suggests a possible increase in superoxide generation caused by electron leakage, possibly at complex I and III [22]. Indeed, STS and OXP markedly increased ROS generation in CT26 cells and STS+OXP further exacerbated ROS production (Figure 5A). These profound metabolic alterations, characterized by reduced ATP biosynthesis and increased ROS production, are likely responsible for the additive effect of STS+OXP in triggering apoptosis in CT26 cells (Figure 5B-C).

**Figure 5:**
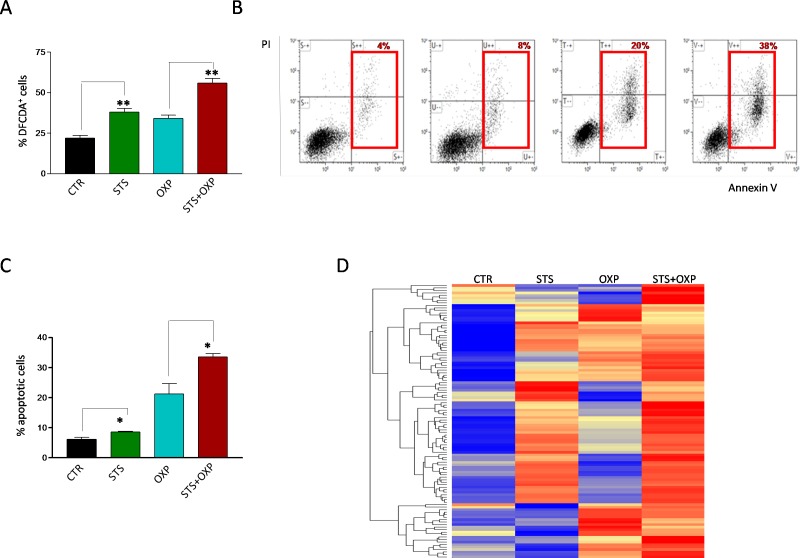
Effect of STS in combination with chemotherapy on reactive oxygen species production and apoptosis of colon carcinoma cells Panel A shows the oxidation state of the dye Dichlorodihydrofluoresceindiacetate (DCFDA) as a method to assess the level of reactive oxygen species (ROS) in CT26 colon carcinoma cells, undergoing STS (48 hours) or under standard conditions, and treated with or without 100μM oxaliplatin (OXP) for 24 hours. Results are expressed as mean of the percentage of DCFDA positive cells from three different experiments. Panel B shows a representative dot plot of CT26 cells, undergoing STS or under standard conditions, treated with or without OXP (100 μM) and stained with FITC Annexin V and propidium iodide (PI). Red squares indicate the percentage of Annexin^+^/PI^−^ and Annexin^+^/PI^+^ apoptotic cells (early and late apoptosis). Panel C shows the percentage of Annexin^+^/PI^−^ and Annexin^+^/PI^+^ apoptotic CT26 cells expressed as mean value ± SD from three different experiments performed. P value was calculated using Unpaired t test with Welch's correction. *: P<0.05; **: P<0.01. Panel D shows a representative heat map of proteins annotated by Gene Ontology as involved in apoptosis. Data are expressed as ratios over mean values for the four conditions (STS, OXP, STS+OXP; red = expression above mean, yellow = expression at mean; blue = expression below mean).

This response was confirmed by proteomic analyses (Figure 5D) documenting an apoptotic signature obtained by hierarchical clustering of a 110 apoptotic proteins (GO:0006915) [23]. STS, OXP and especially STS+OXP induced the expression of many pro-apoptotic proteins (Figure 5D). In summary, these results strongly support the effect of STS on reducing glycolysis and lactate production and increasing respiration at Complexes I-IV resulting in superoxide production/oxidative stress but in reduced ATP generation.

## DISCUSSION

Our results indicate that STS, defined as a water only diet lasting 2 days in mice or severe serum plus glucose restriction *in vitro*, causes a profound metabolic shift and promotes an anti-Warburg effect in colon cancer cells. We show that STS *in vitro* down-regulates glycolysis and glutaminolysis and increases OXPHOS and OCR, reduces ATP synthesis and increased ROS production. This latter effect is presumably associated with the induction of apoptosis. Chemotherapy increased this toxicity further by inducing both Complex I and Complex II-dependent respiration, leading to elevated toxic oxygen species generation but reduced ATP generation and death.

Cancer cells alter their metabolism in order to satisfy their bioenergetic and biosynthetic requirements, generating a peculiar metabolic pattern characterized by high aerobic glycolysis, fatty acid synthesis and glutamine metabolism [1]. Aerobic glycolysis produces higher ATP and NADH levels [24, 25] which may contribute to chemoresistance through increased drug efflux from the cell, enhanced DNA repair, dysregulation of growth factor signaling and high expression of survival pathways or anti-apoptotic genes [26]. For these reasons, the combination of chemotherapy and agents able to affect the ability of cancer cells to adopt alternate metabolic strategies and survive represents a promising strategy to overcome drug resistance and improve chemotherapeutic index [27]. Therapies targeting cancer metabolism such as calorie restriction and ketogenic diet [28, 29] can modify the metabolic state of the whole organism but also that of the tumor cells. Part of the effects of STS could be achieved by agents that target metabolic enzymes including glucose transporters, hexokinase, pyruvate kinase M2, lactate dehydrogenase, lactate transporter, and glutaminase [4]. However, STS provides two advantages: 1) in both mice and humans it causes virtually no severe side effects since it differentially affects normal and cancer cells, 2) it alters the function of hundreds of proteins and enzymes thus increasing the chance of affecting a pathway required for tumor cell survival, particularly under the already hostile environment generated by chemotherapy.

Multiple cycles of STS have been shown to protect normal cells against chemotoxicity and to increase the effectiveness of chemotherapeutic drugs against the survival and progression of various tumor types [16, 30]. However, whether STS sensitizes tumor cells to chemotherapy by affecting their metabolism is presently unknown. In agreement with previous reports [17, 18, 21], our present results demonstrate that STS, especially in combination with chemotherapy, delays the *in vivo* and *in vitro* growth of colon carcinoma cells. We show that STS significantly reduces cancer glucose consumption leading to a transient arrest in cancer progression followed by a rebound phase after re-feeding. By contrast, STS+OXP causes a more severe metabolic impairment and a long-lasting decrease in cancer growth. Both observations confirm the relationship between glucose consumption and proliferation rate in cancer.

The profound metabolic alterations observed in tumor cells are often related to induction of PI3K-AKT signaling, which plays a pivotal role in glucose metabolism and cancer growth control [1]. Phosphorylated AKT has been shown to: i) up-regulate the expression of glucose transporters, ii) enhance glucose capture by HK and iii) to stimulate PFK [2]. Our study indicates that STS down-regulates PI3K, AKT, and PDK1 phosphorylation in CT26 colon carcinoma cells. In contrast, the expression of PTEN, which negatively regulates PI3K-AKT signaling, is significantly induced by STS.

Colon carcinoma cells cultured under starvation conditions exhibit a significant reduction of glucose avidity and consumption. GLUT1, a member of the GLUT (SLC2A) family of membrane transporters that mediates glucose import, is frequently overexpressed in many cancers. Its inhibition can overcome tumor chemoresistance and improve the therapeutic effect of chemodrugs [31-33]. In CT26 cells, glucose intake is known to be mainly dependent on GLUT1 and GLUT2 whose expression levels are dramatically down-regulated by STS. Glucose consumption and the start of the glycolytic process in cancer depends on HK II whose catalytic function is largely empowered by its p-AKT-dependent binding to the outer mitochondrial membrane [34]. We show that STS hampers this association which may limit the preferential access of HK II to ATP for glucose-6-phosphate production. STS also appears to inhibit PFK,PK and LDH activity, which will directly inhibit the rate-limiting steps of glycolytic flux. In agreement with the results above, STS dramatically reduces the lactate released by CT26 cells, likely due to the concomitant down-regulation of MCT1/Scl16a1 and CD147 (data not shown). The acidification of the tumor microenvironment due to high levels of exported lactate can hamper antitumor immune responses and favor tumor metastasis [35, 36]. Also, intracellular lactate may be converted to pyruvate by LDH and used as a nutrient source for oxidative metabolism and/or gluconeogenesis. Marked increase of LDHA, MCT1/4 and CD147 levels correlate with cancer progression and drug resistance [37-39] and the targeting of LDHA and MCT has been proposed as a cancer therapy [40-44]. Thus, the effect of STS on glycolysis and lactate production alone, could cause a major effect on cancer progression, even independently of its effects on mitochondria.

The inhibition of glucose utilization is accompanied by a down-regulatory effect of STS on the glutamine transporters Slc1a5 and glutaminase, which catalyze glutamine catabolism and provide cancer cells with bio-synthetic precursors for aminoacids and DNA synthesis [45-47].

As a metabolic counterpart of glycolysis inhibition, STS induces ROS levels and apoptosis, probably as the result of a futile enhancement of mitochondrial complex activity uncoupled from ATP synthesis. Mitochondrial OXPHOS is a major cellular source of ROS, mainly through the activity of complex I and III. The most likely explanation for the increase in Complex I and IV activities, accompanied by increased OCR but reduced ATP generation and elevated ROS production after STS, OXP or their combination is that the cancer cells are not able to synthesize ATP at the rate dictated by oxygen consumption therefore increasing the electron leakage at Complexes I and III to form superoxide [1, 13, 22] (Figure 6). Higher superoxide and lower ATP could then promote cell death in part through ROS-induced apoptosis [12, 48, 49]. On the other hand, OXP, as a chemotherapeutic agent, provokes DNA damage-dependent apoptosis. Hence, the apoptotic activities induced by STS and chemotherapy complement each other. In conclusion, the present study indicates that the combination of STS cycles and chemotherapy causes a major enhancement of chemotherapeutic index, in part by promoting an anti-Warburg effect characterized by reduced glycolysis, reduced lactate generation, and increased oxidative phosphorylation with lower ATP synthesis but higher ROS generation and apoptosis.

**Figure 6:**
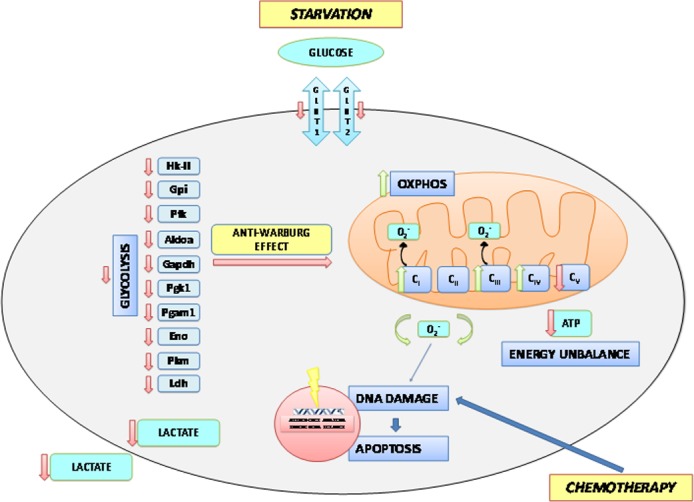
A Model of Short term starvation effects on the metabolism of the tumor cell Starvation in terms of reduced availability of glucose and aminoacids in the extracellular space determines a reduced expression of the glucose transporters Glut1 and Glut2 and leads to a general reduction in the glycolytic rate through the down-regulation of gene and protein expression as well as activity of almost all enzymes of the glycolytic chain. As a consequence, the production and secretion of lactate is reduced, with potential effects on the tumor microenvironment. This anti-Warburg effect is also accompanied by increased activities of complexes I, III and IV of the respiratory chain. However, uncoupling of respiration leads to the production of increased amounts of free oxygen radicals that determine an enhanced oxidative damage to the nuclear DNA. This latter event is responsible for the induction of apoptotic cell death. Uncoupling also causes a reduced activity of complex V of the respiratory chain resulting in ATP deficiency which makes tumor cell more vulnerable to the chemotherapeutic insult.

## MATERIALS AND METHODS

### Cell lines and culture conditions

Tumor cell lines were cultured in DMEM medium (Euroclone, Milan, Italy) supplemented with 1% L-glutamine, penicillin/streptomycin, nonessential amino acids and 10% fetal bovine serum (FBS) (all from Sigma Aldrich, Milan, Italy) (complete medium). All treatments were performed at 37^o^C under 5% CO_2_. Glucose restriction was done by incubating cells in glucose free DMEM (Invitrogen, Monza, Italy) supplemented with either low glucose (0.5 g/L) or normal glucose (1.0 g/L) for 48 hours Serum restriction was done by incubating cells in DMEM/F12 with either 10% or 1% FBS for 48 hours. Oxaliplatin (OXP, Hospira, Naples, Italy) treatment was performed 24 hours after STS in a concentration range between 10-100 μM. Optimum drug doses were determined for each individual cell line.

### Cell viability, proliferation and apoptosis assays

Colon cancer cell lines were plated in 12-well plates (Falcon, Becton Dickinson, Le Pont de Claix, France) (CT26 and HCT 116 1×10^5^, HT-29 2×10^5^, cells per well) in complete medium. After 24 hours media were switched to starvation (0.5 g/L glucose + 1% FBS) or control (1 g/L glucose + 10% FBS) and 48 hours later cells were harvested and the number was assessed by Trypan blue (Sigma Aldrich) exclusion. To asses proliferation, cancer cells were labeled with 20 μM CarboxyfluoresceinSuccinimidyl ester (CFSE) (Invitrogen, Milano, Italy) for 15 minutes at 37°C and treated as above described. Then, cells were acquired with a Gallios cytometer.

### Immunofluorescence analysis

CT26 cells were incubated with MitoTracker probe (Life Technologies Italia, Monza, Italy) and treated as previously described [50]. Coverslips were incubated overnight with rabbit anti-HKI (C35C4) or anti-HKII (C64G5) primary antibodies (Cell Signaling Technologies, Leiden, The Netherlands). Specific staining was visualized with a goat anti-Rabbit Alexa Fluor 488 secondary antibody (Molecular Probe® Life Technology), washed and mounted using Prolong Gold anti-fading reagent (Life Technologies). Results were analyzed using an Olympus (Olympus Optical) laser-scanning microscope FV500 equipped with an Olympus IX81 inverted microscope and Argon ion 488 nm, He-Ne 543 nm, and He-Ne 633 nm lasers. Digital images were acquired through a PLAPO 60× objective, with the Fluoview 4.3b software program, sequentially as single trans-cellular optical sections. Spatial co-localization was analyzed by Image J 1.34f software (NIH).

### Western blotting

The antibodies used were as follows: anti-PTEN (Millipore), anti-Phospho-AKT (Ser473), anti-Phospho-PDK1, anti-PI3K, anti-HKII, anti-PFK1, anti-PKM2, anti-β-actin (all from Cell Signaling), and anti-GLUT1, GLUT2, GLUT3, GLUT4 (all from Cell Abcam, United Kingdom).

### Spectrophotometric enzymes assay

Glycolytic enzymes were assayed at room temperature on 25 μg of CT26 cells protein, in a double beam spectrophotometer (UNICAM UV2, Analytical S.n.c., Italy) as previously described [51]. The activity assay of the redox complexes I, II, III, IV was evaluated as described in [52, 53]. ATP and AMP were measured according to the enzyme coupling method described elsewhere [54].

### Oxygraphic measurements

O_2_ consumption was measured at 25 °C in a closed chamber, using a thermostatically controlled oxygraph apparatus equipped with amperometric electrode (Microrespiration, Unisense A/S, Århus, Denmark) as described [55]. In some experiments, CT26 cells were pre-incubated with 50 μM Rotenone (Sigma) 5 minutes before performing O_2_ measure.

### Bioluminescent luciferase ATP assay

Fifty micrograms of CT26 cell proteins were incubated in an appropriate buffer plus 5 mM pyruvate and 2.5 mM malate as described in [56] and ATP synthesis was then induced adding 0.1 mM ADP. ATP concentration was measured in a luminometer (Lumi-Scint, Bioscan) by the luciferin/luciferase chemiluminescent method [57]. In some experiments, CT26 cells were pre-incubated with 50 μM Rotenone (Sigma) 5 minutes before performing ATP measure. In all experiments the ATP synthesis rate was linear for the first 2 minutes.

### Proteomic analysis

The MS instrument was operated in data-dependent mode to automatically switch between full-scan MS and MS/MS acquisition. Survey full-scan MS spectra were acquired in the Orbitrap analyzer with resolution R = 60,000. The 20 most intense peptide ions with charge states ≥ 2 were sequentially isolated and fragmented by collision-induced dissociation (CID) in the LTQ mass spectrometer. Raw mass spectrometric data were analyzed using the MaxQuant pipeline [58]. Moreover quantification and data normalization were achieved by an intensity-based label-free approach using MaxQuant. Thanks to the implementation of maximal peptide ratio extraction and delayed normalization algorithms, the MaxLFQ program included in MaxQuant, provide accurate XIC-based quantification [59]. The statistical and the pathways analysis have been made with the freely available Perseus (www.perseusframework.org/Perseus_1.4.1.3.zip) and Cytoscape software respectively [60].

### Microarray

RNA was extracted from cell lines using RNeasy (Qiagen, Hilden, Germany). RNA quality was assessed in the BioAnalyzer (Agilent, St. Clara, CA). cDNA, ds-cDNA and cRNA synthesis was performed using the 3′ IVT Express Kit (Affymetrix, Santa Clara, CA, USA) according to the manufacturer's instructions. cRNAs were purified using the RNeasy Mini Kit (Qiagen), controlled by agarose gel electrophoresis and subjected to fragmentation for 35 min. at 94°C in fragmentation buffer (40mM Tris-acetate pH 8.1, 100mM CH_3_COOH, 30mM Mg(CH_3_COOH)2×4H2O). Hybridization, washing and staining were performed using the GeneAtlas® Hybridization, Wash, and Stain Kit for 3′ IVT Arrays (Affymetrix, St. Clara, CA).

### Mouse models

To establish a subcutaneous cancer mouse model, 6 week-old female BALB/c mice were injected subcutaneously in the lower back with 100 μL CT26 colon cancer cells resuspended in PBS at a density of 2×10^6^ cells/mL (2×10^5^ cells/mouse). Five days after tumor cell inoculum, when tumors were palpable, the animals were subdivided into four groups: “Controls” (N=7) with tumor and no treatment which were kept under standard conditions for the whole duration of the study; “STS” animals (N=7) that were submitted to 48-hour STS, “OXP” mice (N=7) treated with OXP for 24 hours, “STS+OXP” mice (N=7) submitted to both treatments. At the end of all treatments mice were submitted to micro-PET imaging. STS consisted in a complete food deprivation with free access to water. “STS” mice were individually housed in a clean new cage to reduce cannibalism and were monitored daily for weight loss and general behavior. “OXP” mice were inoculated intraperitoneally (ip) with OXP at 10 mg/Kg and housed in the presence of food. Tumor size was measured by caliper and tumor volume was calculated using the following equation: tumor volume (mm^3^) = (length × width × height) x π/6, expressing length, width and height in mm.

### Fluorodeoxyglucose uptake evaluation

Daily quality controls always documented adequate standards and, in particular, a radiochemical purity ≥ 98%. Labeling was performed by incubating 10^6^ cells with FDG according to a procedure validated in our laboratory [50, 61]. Immediately before the experiment, glucose free medium was added with two mL PBS containing FDG at a concentration of 37 KBq/mL. Tracer exposure was maintained for 60 minutes at 37°C. Thereafter, the uptake process was stopped by adding 4 ml of PBS before centrifugation at 450 g for 10 minutes. Supernatant was removed and cell pellet re-suspended in 1ml of saline buffer. Free and bound activities were thus simultaneously counted using a Packard Cobra II gamma counter (Packard, Meriden, CT) with a 10% energy window centered at 511KeV. FDG retention was measured as the ratio between bound and total radioactivity. In all cases, the labeling procedure did not affect cell viability as documented by Trypan blue staining.

### *In vivo* micro-PET

Mice were weighted and anesthesia was induced by ip administration of ketamine (100 mg/Kg) (IMALGERE 1000, Milan, Italy)/xylazine (10 mg/kg) (BIO98 Srl, Milan, Italy). Serum glucose level was tested and animals were positioned on the bed of a dedicated micro-PET system (Albira, Carestream Inc, US) whose two-ring configuration permits to cover the whole animal body in a single bed position. A dose of 3-4 MBq of FDG was then injected through a tail vein, soon after start of a list mode acquisition lasting 50 minutes.

### *In vivo* image processing

PET data were reconstructed using a maximal likelihood expectation maximization method (MLEM). An experienced observer, unaware of the experimental type of analyzed mouse, identified a volume of interest (VOI) in the left ventricular chamber. Then, the computer was asked to plot the time-concentration curve within this VOI throughout the whole acquisition to define tracer input function. Whole body FDG clearance (in ml x min^−1^) was calculated using the conventional stochastic approach as the ratio between injected dose and integral of input function from 0 to infinity, fitting the last 20 minutes with a mono-exponential function [62]. A further VOI was drawn over cancer lesion to measure maximal standardized uptake value (SUV), i.e. the most commonly accepted index of tissue FDG uptake, expressed as the fraction of injected tracer dose normalized for body weight.

Tumor glucose consumption was expressed in nM X min^−1^ X g^−1^ and was estimated in this last VOI according to Gjedde-Patlak [63] graphical analysis by using the routine of a dedicated software (PMOD, Zurich, Switzerland). Briefly, the software utilizes the input function to transform the original tissue activity measurements by fitting the data in each voxel with the slope of the regression line defined by the model. In all cases, lumped constant value was set at 1.

### Statistical analysis

The *in vivo* data are presented as mean ± standard deviation (SD). For comparison between different groups, the Null hypothesis was tested by a single factor analysis of variance (ANOVA) for multiple groups. Statistical significance was considered for p values p<0.05.

For *in vitro* experiments, the statistical significance of differences between experimental and control groups was assessed by Unpaired t test with Welch's correction using GraphPad Prism 3.0 software (GraphPad Software, Inc, El Camino Real, San Diego, CA).

## SUPPLEMENTARY MATERIAL AND FIGURES

## References

[1] Vander Heiden MG, Cantley LC, Thompson CB (2009). Understanding the Warburg effect: the metabolic requirements of cell proliferation. Science.

[2] DeBerardinis RJ, Lum JJ, Hatzivassiliou G, Thompson CB (2008). The biology of cancer: metabolic reprogramming fuels cell growth and proliferation. Cell Metab.

[3] DeBerardinis RJ, Mancuso A, Daikhin E, Nissim I, Yudkoff M, Wehrli S, Thompson CB (2007). Beyond aerobic glycolysis: transformed cells can engage in glutamine metabolism that exceeds the requirement for protein and nucleotide synthesis. Proc Natl Acad Sci U S A.

[4] Zhao Y, Butler EB, Tan M (2013). Targeting cellular metabolism to improve cancer therapeutics. Cell Death Dis.

[5] Zhou M, Zhao Y, Ding Y, Liu H, Liu Z, Fodstad O, Riker AI, Kamarajugadda S, Lu J, Owen LB, Ledoux SP, Tan M (2010). Warburg effect in chemosensitivity: targeting lactate dehydrogenase-A re-sensitizes taxol-resistant cancer cells to taxol. Mol Cancer.

[6] Tamada M, Nagano O, Tateyama S, Ohmura M, Yae T, Ishimoto T, Sugihara E, Onishi N, Yamamoto T, Yanagawa H, Suematsu M, Saya H (2012). Modulation of glucose metabolism by CD44 contributes to antioxidant status and drug resistance in cancer cells. Cancer Res.

[7] Tome ME, Frye JB, Coyle DL, Jacobson EL, Samulitis BK, Dvorak K, Dorr RT, Briehl MM (2012). Lymphoma cells with increased anti-oxidant defenses acquire chemoresistance. Exp Ther Med.

[8] Nogueira V, Hay N (2013). Molecular pathways: reactive oxygen species homeostasis in cancer cells and implications for cancer therapy. Clin Cancer Res.

[9] Tennant DA, Duran RV, Gottlieb E (2010). Targeting metabolic transformation for cancer therapy. Nat Rev Cancer.

[10] Madhok BM, Yeluri S, Perry SL, Hughes TA, Jayne DG (2010). Dichloroacetate induces apoptosis and cell-cycle arrest in colorectal cancer cells. Br J Cancer.

[11] Wise DR, Thompson CB (2010). Glutamine addiction: a new therapeutic target in cancer. Trends Biochem Sci.

[12] Hamanaka RB, Chandel NS (2010). Mitochondrial reactive oxygen species regulate cellular signaling and dictate biological outcomes. Trends Biochem Sci.

[13] Brand MD, Affourtit C, Esteves TC, Green K, Lambert AJ, Miwa S, Pakay JL, Parker N (2004). Mitochondrial superoxide: production, biological effects, and activation of uncoupling proteins. Free Radic Biol Med.

[14] Trachootham D, Alexandre J, Huang P (2009). Targeting cancer cells by ROS-mediated mechanisms: a radical therapeutic approach?. Nat Rev Drug Discov.

[15] Diehn M, Cho RW, Lobo NA, Kalisky T, Dorie MJ, Kulp AN, Qian D, Lam JS, Ailles LE, Wong M, Joshua B, Kaplan MJ, Wapnir I (2009). Association of reactive oxygen species levels and radioresistance in cancer stem cells. Nature.

[16] Raffaghello L, Lee C, Safdie FM, Wei M, Madia F, Bianchi G, Longo VD (2008). Starvation-dependent differential stress resistance protects normal but not cancer cells against high-dose chemotherapy. Proc Natl Acad Sci U S A.

[17] Lee C, Raffaghello L, Brandhorst S, Safdie FM, Bianchi G, Martin-Montalvo A, Pistoia V, Wei M, Hwang S, Merlino A, Emionite L, de Cabo R, Longo VD (2012). Fasting cycles retard growth of tumors and sensitize a range of cancer cell types to chemotherapy. Sci Transl Med.

[18] Safdie F, Brandhorst S, Wei M, Wang W, Lee C, Hwang S, Conti PS, Chen TC, Longo VD (2012). Fasting enhances the response of glioma to chemo- and radiotherapy. PLoS One.

[19] Safdie FM, Dorff T, Quinn D, Fontana L, Wei M, Lee C, Cohen P, Longo VD (2009). Fasting and cancer treatment in humans: A case series report. Aging (Albany NY).

[20] Cheng CW, Adams GB, Perin L, Wei M, Zhou X, Lam BS, Da Sacco S, Mirisola M, Quinn DI, Dorff TB, Kopchick JJ, Longo VD (2014). Prolonged fasting reduces IGF-1/PKA to promote hematopoietic-stem-cell-based regeneration and reverse immunosuppression. Cell Stem Cell.

[21] Shi Y, Felley-Bosco E, Marti TM, Orlowski K, Pruschy M, Stahel RA (2012). Starvation-induced activation of ATM/Chk2/p53 signaling sensitizes cancer cells to cisplatin. BMC Cancer.

[22] Venditti P, Di Stefano L, Di Meo S (2013). Mitochondrial metabolism of reactive oxygen species. Mitochondrion.

[23] Dimmer EC, Huntley RP, Alam-Faruque Y, Sawford T, O'Donovan C, Martin MJ, Bely B, Browne P, Mun Chan W, Eberhardt R, Gardner M, Laiho K, Legge D (2012). The UniProt-GO Annotation database in 2011. Nucleic Acids Res.

[24] Fanciulli M, Bruno T, Giovannelli A, Gentile FP, Di Padova M, Rubiu O, Floridi A (2000). Energy metabolism of human LoVo colon carcinoma cells: correlation to drug resistance and influence of lonidamine. Clin Cancer Res.

[25] Zhou Y, Tozzi F, Chen J, Fan F, Xia L, Wang J, Gao G, Zhang A, Xia X, Brasher H, Widger W, Ellis LM, Weihua Z (2012). Intracellular ATP levels are a pivotal determinant of chemoresistance in colon cancer cells. Cancer Res.

[26] Longley DB, Johnston PG (2005). Molecular mechanisms of drug resistance. J Pathol.

[27] Butler EB, Zhao Y, Munoz-Pinedo C, Lu J, Tan M (2013). Stalling the engine of resistance: targeting cancer metabolism to overcome therapeutic resistance. Cancer Res.

[28] Kalaany NY, Sabatini DM (2009). Tumours with PI3K activation are resistant to dietary restriction. Nature.

[29] Champ CE, Palmer JD, Volek JS, Werner-Wasik M, Andrews DW, Evans JJ, Glass J, Kim L, Shi W (2014). Targeting metabolism with a ketogenic diet during the treatment of glioblastoma multiforme. J Neurooncol.

[30] Lee C, Safdie FM, Raffaghello L, Wei M, Madia F, Parrella E, Hwang D, Cohen P, Bianchi G, Longo VD (2010). Reduced levels of IGF-I mediate differential protection of normal and cancer cells in response to fasting and improve chemotherapeutic index. Cancer Res.

[31] Cao X, Fang L, Gibbs S, Huang Y, Dai Z, Wen P, Zheng X, Sadee W, Sun D (2007). Glucose uptake inhibitor sensitizes cancer cells to daunorubicin and overcomes drug resistance in hypoxia. Cancer Chemother Pharmacol.

[32] Liu Y, Cao Y, Zhang W, Bergmeier S, Qian Y, Akbar H, Colvin R, Ding J, Tong L, Wu S, Hines J, Chen X (2012). A small-molecule inhibitor of glucose transporter 1 downregulates glycolysis, induces cell-cycle arrest, and inhibits cancer cell growth *in vitro* and *in vivo*. Mol Cancer Ther.

[33] Chan DA, Sutphin PD, Nguyen P, Turcotte S, Lai EW, Banh A, Reynolds GE, Chi JT, Wu J, Solow-Cordero DE, Bonnet M, Flanagan JU, Bouley DM (2011). Targeting GLUT1 and the Warburg effect in renal cell carcinoma by chemical synthetic lethality. Sci Transl Med.

[34] Robey RB, Hay N (2006). Mitochondrial hexokinases, novel mediators of the antiapoptotic effects of growth factors and Akt. Oncogene.

[35] Swietach P, Vaughan-Jones RD, Harris AL (2007). Regulation of tumor pH and the role of carbonic anhydrase 9. Cancer Metastasis Rev.

[36] Fischer K, Hoffmann P, Voelkl S, Meidenbauer N, Ammer J, Edinger M, Gottfried E, Schwarz S, Rothe G, Hoves S, Renner K, Timischl B, Mackensen A (2007). Inhibitory effect of tumor cell-derived lactic acid on human T cells. Blood.

[37] Hao J, Chen H, Madigan MC, Cozzi PJ, Beretov J, Xiao W, Delprado WJ, Russell PJ, Li Y (2010). Co-expression of CD147 (EMMPRIN), CD44v3-10, MDR1 and monocarboxylate transporters is associated with prostate cancer drug resistance and progression. Br J Cancer.

[38] Chen H, Wang L, Beretov J, Hao J, Xiao W, Li Y (2010). Co-expression of CD147/EMMPRIN with monocarboxylate transporters and multiple drug resistance proteins is associated with epithelial ovarian cancer progression. Clin Exp Metastasis.

[39] Kang MJ, Kim HP, Lee KS, Yoo YD, Kwon YT, Kim KM, Kim TY, Yi EC (2013). Proteomic analysis reveals that CD147/EMMPRIN confers chemoresistance in cancer stem cell-like cells. Proteomics.

[40] Fang J, Quinones QJ, Holman TL, Morowitz MJ, Wang Q, Zhao H, Sivo F, Maris JM, Wahl ML (2006). The H+-linked monocarboxylate transporter (MCT1/SLC16A1): a potential therapeutic target for high-risk neuroblastoma. Mol Pharmacol.

[41] Gerlinger M, Santos CR, Spencer-Dene B, Martinez P, Endesfelder D, Burrell RA, Vetter M, Jiang M, Saunders RE, Kelly G, Dykema K, Rioux-Leclercq N, Stamp G (2012). Genome-wide RNA interference analysis of renal carcinoma survival regulators identifies MCT4 as a Warburg effect metabolic target. J Pathol.

[42] Doherty JR, Yang C, Scott KE, Cameron MD, Fallahi M, Li W, Hall MA, Amelio AL, Mishra JK, Li F, Tortosa M, Genau HM, Rounbehler RJ (2014). Blocking Lactate Export by Inhibiting the Myc Target MCT1 Disables Glycolysis and Glutathione Synthesis. Cancer Res.

[43] Le Floch R, Chiche J, Marchiq I, Naiken T, Ilc K, Murray CM, Critchlow SE, Roux D, Simon MP, Pouyssegur J (2011). CD147 subunit of lactate/H+ symporters MCT1 and hypoxia-inducible MCT4 is critical for energetics and growth of glycolytic tumors. Proc Natl Acad Sci U S A.

[44] Baba M, Inoue M, Itoh K, Nishizawa Y (2008). Blocking CD147 induces cell death in cancer cells through impairment of glycolytic energy metabolism. Biochem Biophys Res Commun.

[45] Todorova VK, Kaufmann Y, Luo S, Klimberg VS (2011). Tamoxifen and raloxifene suppress the proliferation of estrogen receptor-negative cells through inhibition of glutamine uptake. Cancer Chemother Pharmacol.

[46] Karunakaran S, Ramachandran S, Coothankandaswamy V, Elangovan S, Babu E, Periyasamy-Thandavan S, Gurav A, Gnanaprakasam JP, Singh N, Schoenlein PV, Prasad PD, Thangaraju M, Ganapathy V (2011). SLC6A14 (ATB0,+) protein, a highly concentrative and broad specific amino acid transporter, is a novel and effective drug target for treatment of estrogen receptor-positive breast cancer. J Biol Chem.

[47] Wang JB, Erickson JW, Fuji R, Ramachandran S, Gao P, Dinavahi R, Wilson KF, Ambrosio AL, Dias SM, Dang CV, Cerione RA (2010). Targeting mitochondrial glutaminase activity inhibits oncogenic transformation. Cancer Cell.

[48] Brenner C, Grimm S (2006). The permeability transition pore complex in cancer cell death. Oncogene.

[49] Kamata H, Honda S, Maeda S, Chang L, Hirata H, Karin M (2005). Reactive oxygen species promote TNFalpha-induced death and sustained JNK activation by inhibiting MAP kinase phosphatases. Cell.

[50] Salani B, Marini C, Rio AD, Ravera S, Massollo M, Orengo AM, Amaro A, Passalacqua M, Maffioli S, Pfeffer U, Cordera R, Maggi D, Sambuceti G (2013). Metformin impairs glucose consumption and survival in Calu-1 cells by direct inhibition of hexokinase-II. Sci Rep.

[51] Ravera S, Bartolucci M, Calzia D, Aluigi MG, Ramoino P, Morelli A, Panfoli I (2013). Tricarboxylic acid cycle-sustained oxidative phosphorylation in isolated myelin vesicles. Biochimie.

[52] Sottocasa GL, Kuylenstierna B, Ernster L, Bergstrand A (1967). An electron-transport system associated with the outer membrane of liver mitochondria. A biochemical and morphological study. J Cell Biol.

[53] Baracca A, Sgarbi G, Solaini G, Lenaz G (2003). Rhodamine 123 as a probe of mitochondrial membrane potential: evaluation of proton flux through F(0) during ATP synthesis. Biochim Biophys Acta.

[54] Ravera S, Vaccaro D, Cuccarolo P, Columbaro M, Capanni C, Bartolucci M, Panfoli I, Morelli A, Dufour C, Cappelli E, Degan P Mitochondrial respiratory chain Complex I defects in Fanconi anemia complementation group A. Biochimie.

[55] Ravera S, Panfoli I, Calzia D, Aluigi MG, Bianchini P, Diaspro A, Mancardi G, Morelli A (2009). Evidence for aerobic ATP synthesis in isolated myelin vesicles. Int J Biochem Cell Biol.

[56] Ravera S, Aluigi MG, Calzia D, Ramoino P, Morelli A, Panfoli I (2011). Evidence for ectopic aerobic ATP production on C6 glioma cell plasma membrane. Cell Mol Neurobiol.

[57] Ravera S, Panfoli I, Aluigi MG, Calzia D, Morelli A (2011). Characterization of Myelin Sheath F(o)F(1)-ATP synthase and its regulation by IF(1). Cell Biochem Biophys.

[58] Cox J, Mann M (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. Nat Biotechnol.

[59] Cox J, Hein MY, Luber CA, Paron I, Nagaraj N, Mann M (2014). Accurate proteome-wide label-free quantification by delayed normalization and maximal peptide ratio extraction, termed MaxLFQ. Mol Cell Proteomics.

[60] Cline MS, Smoot M, Cerami E, Kuchinsky A, Landys N, Workman C, Christmas R, Avila-Campilo I, Creech M, Gross B, Hanspers K, Isserlin R, Kelley R (2007). Integration of biological networks and gene expression data using Cytoscape. Nat Protoc.

[61] Wurth R, Pattarozzi A, Gatti M, Bajetto A, Corsaro A, Parodi A, Sirito R, Massollo M, Marini C, Zona G, Fenoglio D, Sambuceti G, Filaci G (2013). Metformin selectively affects human glioblastoma tumor-initiating cell viability: A role for metformin-induced inhibition of Akt. Cell Cycle.

[62] Iozzo P, Gastaldelli A, Jarvisalo MJ, Kiss J, Borra R, Buzzigoli E, Viljanen A, Naum G, Viljanen T, Oikonen V, Knuuti J, Savunen T, Salvadori PA (2006). 18F-FDG assessment of glucose disposal and production rates during fasting and insulin stimulation: a validation study. J Nucl Med.

[63] Patlak CS, Blasberg RG, Fenstermacher JD (1983). Graphical evaluation of blood-to-brain transfer constants from multiple-time uptake data. J Cereb Blood Flow Metab.

# Supplementary material for: Fasting induces anti-Warburg effect that increases respiration but reduces ATP-synthesis to promote apoptosis in colon cancer models
**Source:** Oncotarget. 2015 Mar 18;6(14):11806–19. doi: 10.18632/oncotarget.3688
**Supplement:** Supplementary file 1

## **Fasting induces anti-Warburg effect that increases respiration but reduces ATP-synthesis to promote apoptosis in colon cancer models**

### **Supplementary Material**

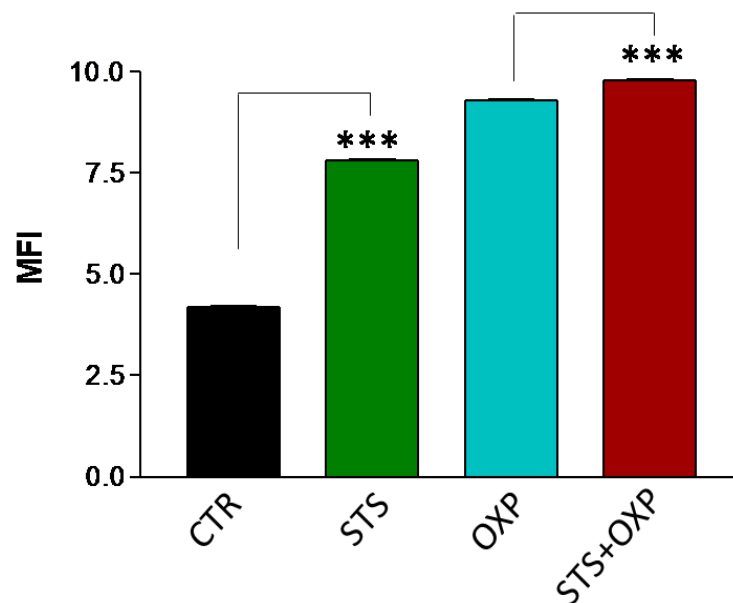

**Supplementary Figure 1: Effects of starvation in combination with chemotherapy on proliferation of CT26 colon carcinoma cell lines.**

CSFE labeled CT26 colon carcinoma cells were cultured in normal (1.0 g/L glucose + 10% FBS) or starved (0.5 g/L glucose + 1% FBS) conditions 48 hours. Cells were incubated with 40  $\mu$ M oxaliplatin (OXP) for 24 hours. CSFE stained cells were analyzed by cytofluorimetry. MFI = mean fluorescence intensity.

A

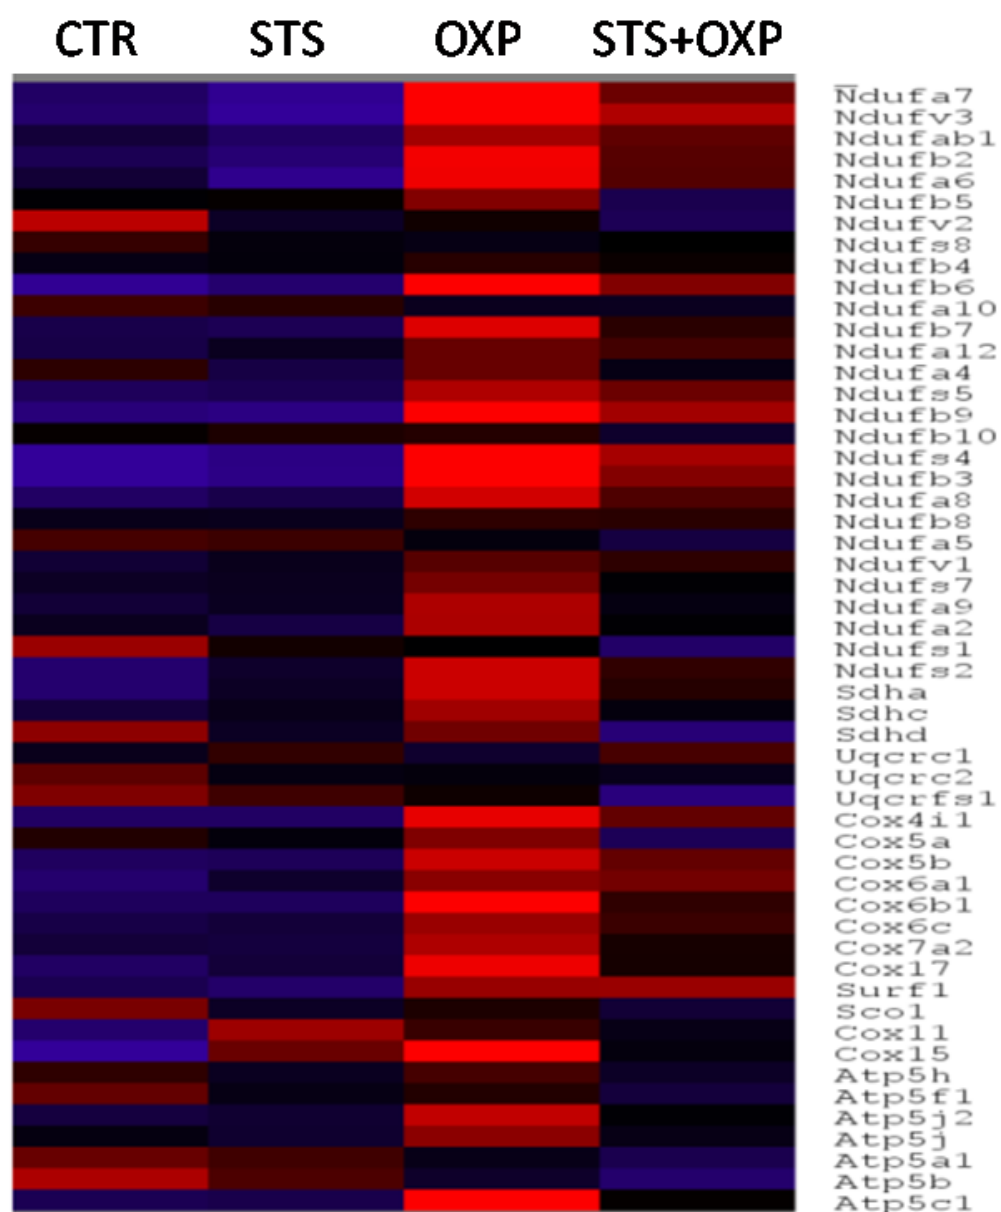

B

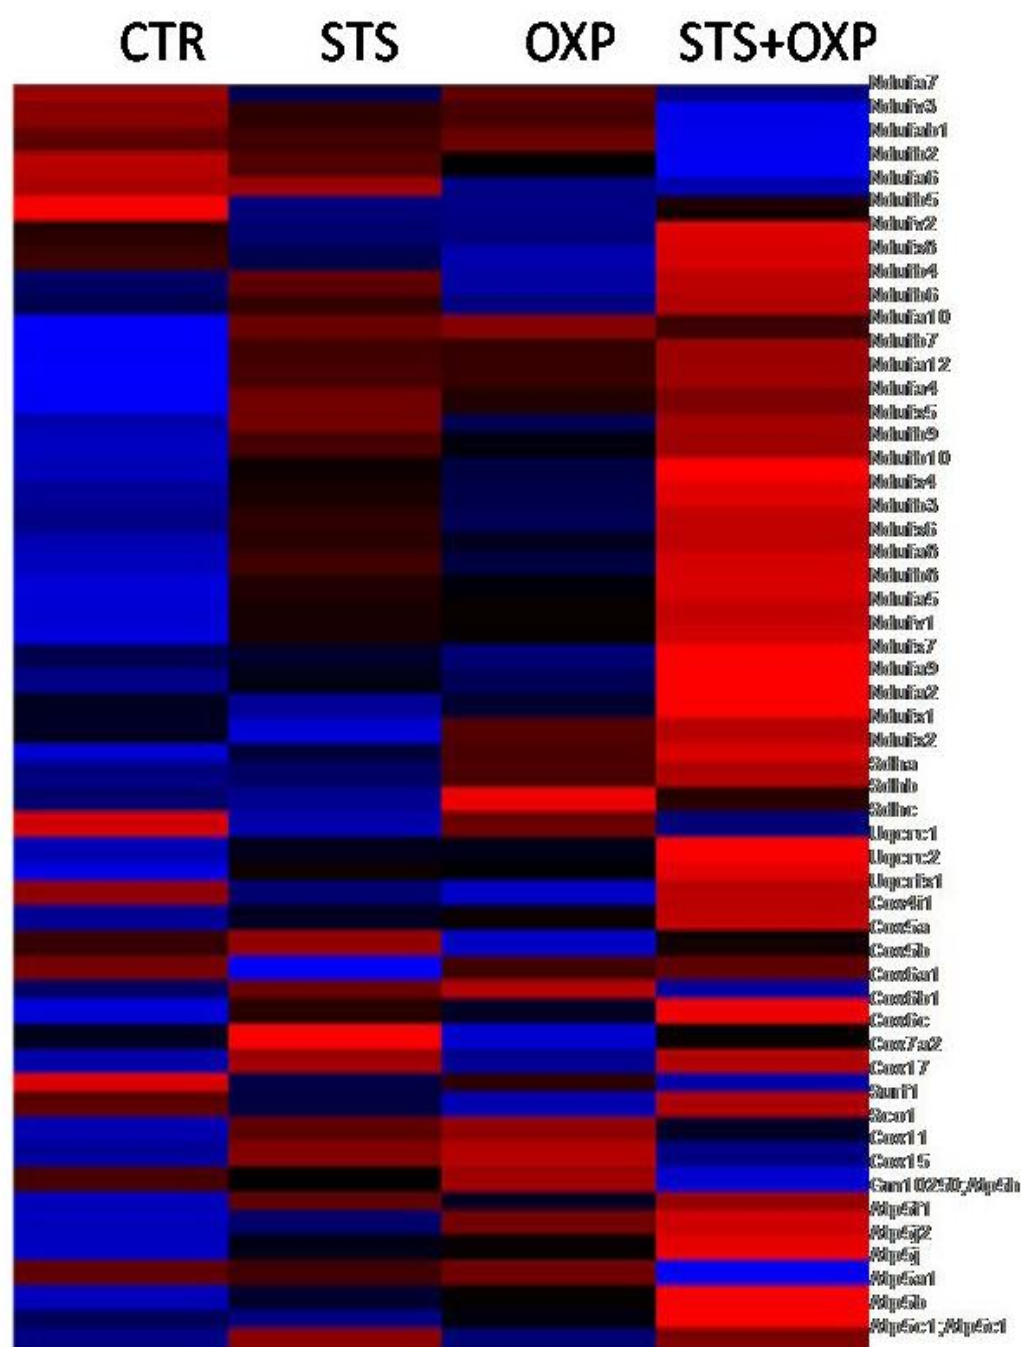

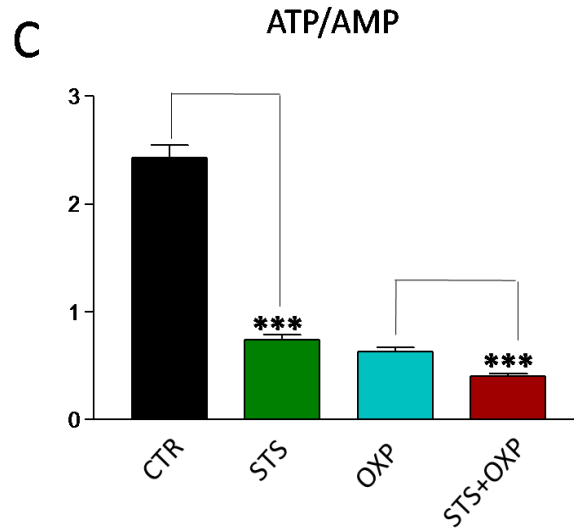

**Supplementary Figure 2: Expression of oxidative phosphorylation enzymes and energy charge in response to starvation and chemotherapy in colon carcinoma cell lines**

CT26 colon carcinoma cells were starved or not and treated with or without 40  $\mu$ M oxaliplatin (OXP) for 24 hours. For protein expression analysis (Panel A) cells were lysed and injected in nanoscale high-performance liquid chromatography system connected to a hybrid linear trap quadrupole (LTQ) Orbitrap mass spectrometer. Proteins were identified and quantified using MaxQuant pipeline. For gene expression analysis (Panel B) RNA was extracted from CT26 cells and analyzed by microarray hybridization. 

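A value in Supplementary Figure 2 is a level divided by the mean of the 4 groups, so that 1 is the mean of a gene over CTR, STS, OXP and STS+OXP. The same ratio was computed from the arrays, after returning the log2 signals to the linear scale and averaging the 3 arrays of a group. Of the 82 genes of oxidative phosphorylation, 53 had their highest ratio in OXP, 22 in CTR, 4 in STS and 3 in STS+OXP. The number in OXP was 49 without OXP replicate 1, whose control transcripts had a weak 5′ signal, 56 without OXP replicate 2, which lay nearer to the STS+OXP arrays, and 59 without both, where 1 OXP array is left. Ratios above 1 were found for 66 genes in OXP, 39 in STS+OXP, 32 in CTR and 17 in STS. The median ratio was 1.09 in OXP, 0.994 in STS+OXP, 0.961 in CTR and 0.954 in STS. Ndufb3, a subunit of complex I, had ratios of 0.755 in CTR, 0.827 in STS, 1.31 in OXP and 1.11 in STS+OXP. Cox6a2, a subunit of complex IV, had ratios of 1.51 in CTR, 0.726 in STS, 0.874 in OXP and 0.893 in STS+OXP. Atp5b, the catalytic subunit of complex V, had ratios of 1.14 in CTR, 1.06 in STS, 0.942 in OXP and 0.857 in STS+OXP. Ratios carry no test, and the gene names of the heat map were not used to choose the 82 genes.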

Representative expression heatmaps of proteins (Panel A) and genes (Panel B) involved in oxidative phosphorylation are shown. Data are expressed as ratios over mean values for the four conditions (STS, OXP, STS+OXP; red = expression above mean, black = expression at mean; blue = expression below mean)

Panel C shows the ATP/AMP ratio evaluated by spectrometry in CT26, treated with or without STS, OXP or STS + OXP. Data are expressed as the mean value  $\pm$  SD of ATP/AMP ratio.

How the deposited data were processed for this re-analysis (not part of the article)

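The measurements are expression arrays of CT26 cells in 4 groups, CTR, STS, OXP and STS+OXP, with 3 arrays each. All 12 arrays were used, and every array was assigned to its group from the sample labels. Neither the paper nor the labels say whether the arrays of a group are separate cultures, whether the replicate numbers pair cultures across groups, or on which day an array was hybridized. The legend of Figure 3 gives 40 µM OXP, the methods of the paper a range of 10 to 100 µM and the labels 10 µM, and values are reported without choosing between them.

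The authors labelled RNA for Affymetrix mouse arrays and deposited log2 values computed with RMA in R 3.02, according to the notes of the submitters. RMA subtracts a background, equalizes the distribution of values between arrays and summarises the probes of a probe set. The file holds 45141 probe sets for 12 arrays and no signal from single probes, so the background step could not be repeated. The values were checked to be on the log2 scale, and no further normalization and no filter on dim probe sets was applied. The arrays carry no counts, and their number limits the precision.

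The annotation gave 1 gene symbol for 28898 probe sets, several for 551 and none for 15588, and 104 were control probe sets. Only probe sets with 1 symbol were used, and each gene took the probe set with the highest mean over the 12 arrays, which left 17097 genes. Of the genes the paper names, 23 were found; Gpi1, Pgam1 and Eno1 were not analysed here, and some others are not reported here. Gene positions are those of the RefSeq annotation of GRCm38. A signal was taken as background where the mean of a group did not exceed the highest of 22 control probe sets on its arrays. Where 1 group of a comparison was at that level, the fold is given as at least the distance from it.

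A model of 4 group means was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3, with 8 residual degrees of freedom and a prior of 5.05. All tests were two-sided. The comparisons were STS, OXP and STS+OXP against CTR, STS+OXP against OXP and against STS, and the interaction, which is the STS effect in the presence of OXP minus that in its absence. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes, and for a list the count adjusted over the list alone is given beside it. camera compared each of 38 lists with all other genes, at a preset correlation between genes of 0.01, and its p-values were adjusted over the 38 lists. It was repeated with a correlation estimated from the arrays, under which 7 of 15 called lists stayed called for STS against CTR, 9 of 21 for OXP against CTR and 9 of 19 for STS+OXP against CTR. Of the lists called with the preset correlation, 0 of 20 for STS+OXP against OXP, 7 of 11 for STS+OXP against STS and 8 of 20 for the interaction were so called.

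The lists cover glycolysis, glucose transport and lactate export, regulators of glycolysis, glutamine metabolism, the pentose phosphate pathway, the tricarboxylic acid cycle, complexes I to V and oxidative phosphorylation as a whole. They also cover the PI3K-AKT pathway, p53 targets, pro-apoptotic and anti-apoptotic genes, the ATF4 amino acid response, chaperones of the endoplasmic reticulum, cholesterol synthesis, fatty acid synthesis and fatty acid oxidation. Further lists are mitosis, DNA replication, DNA repair, HIF-1 targets, NRF2 and antioxidant genes, interferon-stimulated genes, NF-kB targets, ribosome biogenesis, serum response and YAP targets, autophagy and lysosome, FoxO targets, heat shock proteins and extracellular matrix. Markers of macrophages, lymphocytes, endothelium and epithelium were included as signs of other cells. The colours of the heat maps in the paper had been seen when the lists were written.

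The genes named in the text are those the paper names, the 8 that rose most and the 8 that fell most in each comparison among called genes whose groups of arrays did not overlap, and up to 4 members of each list with the largest change among its called members. For the interaction the 6 called genes with the smallest adjusted p are also named, with ties ordered by the p before adjustment. RIKEN clones and gene models without a name were passed over. Any other gene or array singled out in the text was chosen after its values were seen.

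Each result was recomputed under other settings. These were median centring of each array, cyclic loess, the average of all probe sets of a gene, specific probe sets only, genes above the median signal, eBayes with trend and robust, array quality weights, only the arrays of the groups compared, replicate number as a block and each array left out in turn. Counts were also recomputed at a fold of at least 2 and with the unpaired test with unequal variances that the paper names for in vitro experiments and in the legend of Figure 3. The lists were also tested with fry, which asks whether a list changed at all and whose p-values were not adjusted. The setting without OXP replicates 1 and 2 together was added after the data were seen; it leaves 1 OXP array, whose spread is taken from the other groups. The ratios to the mean of the 4 groups were recomputed with the average of all probe sets, on the log2 scale and with each array left out, a step added after the data were seen for the genes of oxidative phosphorylation.

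The procedure was tested on simulated data with 200 changed genes, in which it recovered 61.2% of log2 changes of 0.5, 94% of changes of 1 and 100% of changes of 2 for STS against CTR, with 0 wrong signs and 15 of 16880 unchanged genes called. For STS+OXP against OXP it recovered 65.7%, 98.5% and 100% and called 10 unchanged genes, and for the interaction it recovered 34.3%, 86.6% and 100% and called 7. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The proteomic data of the paper were not used here.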

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

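The tests of saturated signal and of OXP replicates 1 and 2, for the interferon pattern and the FoxO targets, and the permutation of residuals for the interaction were chosen only after the result was seen. Gene groups that the paper does not discuss moved in STS relative to CTR. Of 24 interferon-stimulated genes, all 24 were higher, with a median log2 fold change of 1.54 (adjusted p = 2.00e-41, camera; 24 higher when adjusted over the list alone), among them Gbp2, a guanylate-binding protein, with 2.52 and Irf7, a regulator of interferon genes, with 2.48. Of 33 genes of the amino acid response driven by ATF4, 26 were lower and none was higher (28 when adjusted over the list alone), with a median of -0.73 (adjusted p = 9.03e-20); Trib3, a target of ATF4, fell by 2.45. Of 23 chaperones of the endoplasmic reticulum 21 were lower and none was higher (21 when adjusted over the list alone), with a median of -0.95 (adjusted p = 1.02e-20), among them Creld2 with -2.72 and Sdf2l1 with -2.66. Of 18 FoxO targets 10 were higher and 2 were lower (12 and 3 when adjusted over the list alone), with a median of 0.66 (adjusted p = 2.79e-05), among them Sesn3, a sestrin that restrains mTORC1, with 1.60, while Bnip3, which acts in mitophagy, fell by 1.39. These 4 lists remained called with an estimated correlation (adjusted p = 0.000239, 0.0356, 0.0402 and 0.0402). The FoxO list shares Ddit4 with the ATF4 list and Bnip3 and Ddit4 with the HIF-1 targets.

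In OXP relative to CTR, 22 of 30 p53 targets were higher and 1 was lower (25 and 1 when adjusted over the list alone), with a median of 1.03 (adjusted p = 9.20e-16, camera), among them Mdm2, which degrades p53, with a log2 fold change of 3.42 and Trp53inp1 with 4.18. Of 28 genes of mitosis 27 were lower and none was higher, with a median of -2.15 (adjusted p = 2.40e-28), and of 38 genes of DNA replication 37 were lower and none was higher, with a median of -1.36 (adjusted p = 1.01e-26); adjusted over the list alone, the counts were the same. Aurkb, a mitotic kinase, fell by 2.97 and Mcm5, a subunit of the replicative helicase, fell by 2.48. Of 27 genes of ribosome biogenesis 24 were lower and none was higher (24 when adjusted over the list alone), with a median of -0.95 (adjusted p = 5.19e-16), among them Dkc1, a pseudouridine synthase, with -1.94. Of 33 genes of autophagy and lysosome 26 were higher and 1 was lower (26 and 1 when adjusted over the list alone), with a median of 0.73 (adjusted p = 9.11e-13), among them Ctsd, a lysosomal protease, with 1.56. The ATF4 list had a median of -1.24, with 27 lower and 2 higher genes (27 and 2 when adjusted over the list alone; adjusted p = 7.27e-16), the interferon-stimulated genes one of 1.60, with 23 higher and 1 lower (23 and 1; adjusted p = 4.08e-21), and the FoxO targets one of 0.62, with 11 higher and 2 lower (12 and 2; adjusted p = 9.10e-05). With an estimated correlation these 8 lists were also called, with adjusted p from 0.000985 to 0.0415.

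The effect of STS differed with and without OXP for 1417 genes in limma's interaction test, 432 with a positive and 985 with a negative difference, against 339 as the highest of 99 other regroupings of the 12 arrays. These regroupings also break up the separate effects of STS and OXP, so they decide nothing. Both effects were then kept and the residuals of the additive model were permuted between the arrays. Of 100 arrangements 1, the real one, called as many, with 4 as the highest of the others. Chance variation between single arrays can therefore be excluded, provided that the 12 arrays are independent. A difference in the cultures or in hybridization day is not excluded, because the sources give neither. The 6 genes with the smallest p before adjustment were Stbd1, a glycogen-binding protein, with a log2 difference of 3.78, Car6, a secreted carbonic anhydrase, with 3.53, Gbp2 with -2.66, Lgals9, a galectin, with -2.17, Ifit1, an interferon-induced antiviral protein, with -1.58 and Pnp2, a purine nucleoside phosphorylase, with -1.93. The adjusted p was 1.01e-07 for Car6 and 3.26e-07 for the other 5 genes, a value that Cryab and Tlr3 shared. The ATF4 list had a median difference of 0.98 (27 higher and none lower, 30 when adjusted over the list alone; adjusted p = 1.93e-26, camera), the chaperones one of 1.08 (20 higher and none lower, 20 when adjusted over the list alone; adjusted p = 1.14e-24) and the interferon-stimulated genes one of -1.57 (23 lower and none higher, 24 when adjusted over the list alone; adjusted p = 1.53e-43). The adjusted p with an estimated correlation was 0.0248 for the ATF4 list, 0.0357 for the chaperones and 0.000198 for the interferon-stimulated genes. The FoxO targets had a median difference of -0.57 (8 lower and 1 higher, 10 and 1 when adjusted over the list alone; adjusted p = 9.64e-05, and 0.04998 with an estimated correlation), and one of -0.36 (adjusted p = 0.000689) without OXP replicates 1 and 2 together, which leaves 1 OXP array.

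The interferon-stimulated genes rose with STS in the absence of OXP, and between STS+OXP and OXP their median log2 fold change was -0.01. A saturated array signal is argued against by the median difference of -1.30 over the 11 members whose highest array lay under 9 on the log2 scale, well inside the range of the arrays. OXP replicates 1 and 2 are argued against as the source, since the median difference was -1.60 without replicate 1, -1.55 without replicate 2 and -1.60 (adjusted p = 1.11e-44) without both, where the lone OXP array is assumed to vary like the other groups. Relative to the CTR mean, the 3 OXP arrays had medians of 1.64, 1.76 and 1.62 over these genes. A biological explanation, in which STS and OXP act on these genes through a shared response, was not tested and stays open, and a difference in hybridization day or in the cultures cannot be examined, because the sources give neither.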

How the results depend on the processing

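The setting without OXP replicates 1 and 2 together and the settings for the ratios of oxidative phosphorylation were chosen only after the values were seen; the cause of a change named here was not tested unless stated. The counts of genes called ranged with 1 array left out from 1937 to 3527 for STS against CTR, 4666 to 5496 for OXP, 4576 to 5860 for STS+OXP, 2927 to 4526 for STS+OXP against STS, 955 to 1756 for the interaction and 0 to 1166 for STS+OXP against OXP. The highest of the last range came without OXP replicate 2, and 688 genes were called without OXP replicates 1 and 2 together, where the lone OXP array is assumed to vary like the other groups. At a fold of at least 2, which asks more of each gene, the counts were 385, 1185, 1164, 588, 362 and 0 in the same order. The unpaired test that the paper names, which takes the spread from each gene alone, called 715, 1034, 3165, 2169 and 0 genes after Benjamini-Hochberg adjustment for STS, OXP, STS+OXP, STS+OXP against STS and STS+OXP against OXP, and 514 for the last at an unadjusted p under 0.05. Array quality weights gave 4400 genes for STS. For STS+OXP against OXP, where 2 were called, median centring gave 5, and the average of all probe sets, eBayes with trend and robust, array quality weights, only the arrays of the groups compared and the replicate block gave 0.

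With an estimated correlation, 7, 9, 9, 0 and 8 of the other lists were called for STS, OXP, STS+OXP, STS+OXP against OXP and the interaction, and 12 for the interaction with genes above the median signal. Without OXP replicate 2 it called 2 lists for STS+OXP against OXP, cholesterol synthesis (adjusted p = 0.000646) and fatty acid synthesis (adjusted p = 0.00529). The glycolysis list lost its call with an estimated correlation for STS (median -0.41, adjusted p = 0.525), OXP (-0.32, adjusted p = 0.654), STS+OXP (-0.62, adjusted p = 0.445), STS+OXP against OXP (-0.32, adjusted p = 0.273) and STS+OXP against STS (-0.20, adjusted p = 0.67). For OXP it also lost it with genes above the median signal (-0.39, adjusted p = 0.0865) and without OXP replicates 1 and 2 together (-0.17, adjusted p = 0.279), and with 1 array left out its median ranged from -0.42 to -0.20. For STS+OXP against OXP it lost it with specific probe sets only, where 11 genes were measured (-0.0513, adjusted p = 0.0565), and fry, which tests a list against no change rather than against other genes, did not call it (-0.32, unadjusted p = 0.0752). For STS+OXP against STS it lost it with median centring (-0.23, adjusted p = 0.0506), cyclic loess (-0.20, adjusted p = 0.0548), the average of all probe sets (-0.11, adjusted p = 0.0559), specific probe sets only (-0.25, adjusted p = 0.102), and genes above the median signal (-0.30, adjusted p = 0.182), fry did not call it (-0.20, unadjusted p = 0.0687), and with 1 array left out its median ranged from -0.29 to -0.127. Oxidative phosphorylation lost its call with an estimated correlation for OXP (0.19, adjusted p = 0.654) and STS+OXP against OXP (-0.14, adjusted p = 0.273), and gained one with cyclic loess for STS+OXP against STS (0.089, adjusted p = 0.0107). Correlations between the STS effects ranged from 0.11 to 0.257 with 1 array left out, and 5 to 10 of 11 heat map ratios in OXP lay below 1, the fewest without OXP replicate 2. The oxidative phosphorylation genes with their highest ratio in STS+OXP, 3 with all arrays, numbered 0 to 5 with 1 array left out, none of them without STS+OXP replicate 2, and 1 without OXP replicates 1 and 2 together.

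Directions reversed for at least the 11 named results that follow, with values that missed the threshold. With the average of all probe sets this was Pdpk1 in OXP (-0.0158), and with specific probe sets only, a choice that changes the probe set, Cd80 in STS+OXP against STS (-0.18), Atp5g1 in STS (0.00472), Birc3 in STS (-0.11) and OXP (-0.075), Cox17 in OXP (-0.00767), Atpif1 in OXP (-0.018) and STS+OXP (-0.0677), Tkt in STS+OXP (0.18) and STS+OXP against STS (0.10) and Hmmr in the interaction (-0.15). Of the comparisons of named genes with other settings, 14560 kept their side of the threshold, 622 lost a call and 84 gained one. Some of the 14560 changed sign without being called in either fit. Aldoa in OXP, for example, had a log2 fold change of -0.16 with all arrays and 0.036 without OXP replicate 2. Replicate numbers did not pair the arrays, since 2 of 12 lay closest to an array of their own number. Genes at the level of the control probe sets, such as Slc5a1, Slc2a2 and Slc2a3, could not show a fall.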

Differences from the paper's values

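The setting without OXP replicates 1 and 2 together and the settings for the ratios of oxidative phosphorylation were chosen only after the values were seen; the others were set before. The paper states no value for an array measure in its text, so the points here concern directions, and it names no threshold for the arrays. The paper states that STS-treated cells clearly lowered the genes of the glycolytic enzymes. Of the 10 measured genes of glucose metabolism in Figure 3I, 6 were lower in STS at an adjusted p under 0.05 (Slc2a1, Hk2, Pfkp, Aldoa, Tpi1 and Eno3) in limma, and none was higher. Aldoa was not called with cyclic loess (adjusted p = 0.0519), with the average of all probe sets (adjusted p = 0.103), with eBayes with trend and robust (adjusted p = 0.083) and without any 1 of 8 arrays, and Tpi1 was not called with eBayes with trend and robust (adjusted p = 0.0624) and without any 1 of 4 arrays. Pfkl, Pgk1, Ldha and Pck2, and Pkm, whose protein the paper names, had log2 fold changes of -0.83, -0.55, -0.44, -0.64 and -0.41 with adjusted p of 0.0608, 0.095, 0.0573, 0.0658 and 0.124. All 5 of these were called with array quality weights, with only the arrays of the groups compared and without OXP replicate 2. Pfkl was also called with the average of all probe sets, with genes above the median signal and without OXP replicates 1 or 3. With specific probe sets only, which takes a dimmer probe set with a mean signal of 3.81, the log2 fold change of Pfkl was -0.11. Another probe set of Pfkl, with a mean of 5.09, had a log2 change of -0.85 in STS that was not tested. Ldha was also called with genes above the median signal and without OXP replicates 1 or 3, Pkm also without OXP replicate 3, and Pck2 also with cyclic loess, with the average of all probe sets, with specific probe sets only, with genes above the median signal and without OXP replicate 3. Without OXP replicates 1 and 2 together, a setting chosen after seeing the values that leaves 1 OXP array, all 5 were called as well.

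The paper states that the combination of STS and OXP lowered the mRNA of Slc5a1. Slc5a1 had a log2 fold change of -0.01 (adjusted p = 0.957) between STS+OXP and CTR and lay at the level of the control probe sets in every group. Slc1a5, the glutamine transporter gene that the paper discusses just before, fell by 1.12 on the log2 scale in the same comparison (adjusted p = 9.07e-08). Slc1a5 is among the 11 measured genes of the heat map in Figure 3I that the paper cites here, and Slc5a1 is not. Whether the paper's sentence means Slc1a5 cannot be told from its text. If it does, the arrays show the direction that the paper gives. For Slc1a5 in STS, where the paper reports a reduction of the protein alone, the arrays had 0.17 (adjusted p = 0.165).

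In Supplementary Figure 2 the panel named as gene expression shows most genes of oxidative phosphorylation with their highest colour in STS+OXP. On the arrays, 53 of 82 such genes had their highest mean ratio in OXP, 22 in CTR, 4 in STS and 3 in STS+OXP. With 1 array left out the number ranged from 49 (without OXP replicate 1) to 57 (without OXP replicate 3) in OXP and from 0 to 5 in STS+OXP, settings chosen after seeing the values. The panel named as protein expression shows most of its names highest in OXP.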

Other observations

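The tests on OXP replicates 1 and 2 were chosen only after the result was seen. Genes of lipid synthesis rose in STS, which has less serum. Of 19 genes of cholesterol synthesis, 17 were higher and none was lower than in CTR (18 when adjusted over the list alone), with a median log2 fold change of 1.19 (adjusted p = 1.06e-15, camera; adjusted p = 0.181 with an estimated correlation), among them Lss, the lanosterol synthase, with 2.21, and Hmgcs1, an early enzyme of the pathway, at least 3.65-fold higher. Of 14 genes of fatty acid synthesis 8 were higher and none was lower (8 higher and 1 lower when adjusted over the list alone; median 0.78, adjusted p = 1.53e-06; adjusted p = 0.181 with an estimated correlation), among them Acss2, which makes acetyl-CoA from acetate, with 2.78. In STS+OXP 16 of the 19 cholesterol genes were higher and none was lower (17 higher when adjusted over the list alone; median 1.15, adjusted p = 2.45e-07; adjusted p = 0.397 with an estimated correlation). In OXP 8 were higher and none was lower (9 higher when adjusted over the list alone; median 0.50, adjusted p = 0.0206; adjusted p = 0.71 with an estimated correlation), but the median was 0.19 (adjusted p = 0.715) without OXP replicate 2 and 0.09 (adjusted p = 0.833) without OXP replicates 1 and 2 together, where the lone OXP array is assumed to vary like the other groups. Of 31 serum response and YAP targets 16 were higher and 3 were lower in STS (17 and 3 when adjusted over the list alone; median 0.46, adjusted p = 1.60e-06; adjusted p = 0.174 with an estimated correlation), with log2 fold changes of 2.82 for Fos and 2.07 for Egr1, which are transcription factors of the early response. Of 32 genes of the extracellular matrix 15 were higher and 2 were lower (16 and 2 when adjusted over the list alone; median 0.31, adjusted p = 1.53e-06; adjusted p = 0.0343 with an estimated correlation), among them Col6a1, a collagen chain, with 1.43. Of 27 genes of ribosome biogenesis 14 were lower and none was higher (17 when adjusted over the list alone; median -0.36, adjusted p = 4.57e-08; adjusted p = 0.0339 with an estimated correlation), and Myc fell by 0.79. Of 33 genes of autophagy and lysosome 11 were higher and 1 was lower (14 and 3 when adjusted over the list alone; median 0.13, adjusted p = 0.000249; adjusted p = 0.0339 with an estimated correlation). Of 23 genes of the PI3K-AKT pathway 8 were higher and none was lower (9 when adjusted over the list alone; median 0.26, adjusted p = 6.32e-05; adjusted p = 0.181 with an estimated correlation), with 1.42 for Irs1, an adaptor of the insulin receptor, and 0.96 for Pik3r1, a regulatory subunit that can restrain the kinase. Among genes of DNA replication 5 of 38 were higher (5 when adjusted over the list alone; median 0.14, adjusted p = 0.0284; adjusted p = 0.769 with an estimated correlation; without CTR replicate 1 median 0.10, adjusted p = 0.0813), while of 28 genes of mitosis none was called in limma, with 5 lower at an unadjusted p under 0.05 (adjusted p = 0.598, camera). The genes that rose most in STS were Ogn, a proteoglycan of the matrix, with 4.49, Apod, a lipid-binding apolipoprotein, with 4.00, and the interferon-induced Ifi27l2a with 3.95, and the one that fell most was Stbd1 with -3.86.

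In OXP, of 26 genes of DNA repair 15 were lower and 4 were higher than in CTR (16 and 5 when adjusted over the list alone; median -0.88, adjusted p = 5.73e-05; adjusted p = 0.0557 with an estimated correlation), among them Chek1, a checkpoint kinase, with -2.10 and Brca1 with -1.86. Of 17 genes of fatty acid oxidation 10 were higher and 2 were lower (10 and 2 when adjusted over the list alone; median 0.31, adjusted p = 0.00792; adjusted p = 0.252 with an estimated correlation), among them Slc25a20, the carrier of acylcarnitine, with 1.38. Of 23 NF-kB targets 9 were higher and 1 was lower (10 and 1 when adjusted over the list alone; median 0.17, adjusted p = 0.0163; adjusted p = 0.0624 with an estimated correlation; median 0.10 without OXP replicate 3). Of 30 pro-apoptotic genes, which share 5 with the p53 targets, 8 were higher and 6 were lower (12 and 6 when adjusted over the list alone), and of 12 anti-apoptotic genes 6 were higher and 2 were lower by either adjustment, and neither list was called (adjusted p = 0.269 for both, camera). Fas, a death receptor, rose by 2.71, and Birc5, an inhibitor of apoptosis that also acts in mitosis, fell by 2.49 on the log2 scale. Of 30 NRF2 and antioxidant genes 12 were higher and 8 were lower (12 and 10 when adjusted over the list alone; adjusted p = 0.525), and of 15 heat shock proteins 4 were higher and 4 were lower by either adjustment (adjusted p = 0.965), with a positive median and a negative direction in camera. The genes that rose most were Cryab, a small heat shock protein, at least 19.5-fold higher, and Dcxr, a carbonyl reductase, with a log2 fold change of 4.91. Markers of other cells moved little. Of 17 macrophage markers 2 were higher, of 10 lymphocyte markers none was called in limma (1 lower at an unadjusted p under 0.05), of 11 endothelial markers none was called (1 higher and 1 lower at an unadjusted p under 0.05) and of 15 epithelial markers 1, Krt7, was higher, with the same counts when adjusted over the lists alone, and camera called none of the 4 lists (adjusted p = 0.765, 0.333, 0.935 and 0.616). Of the 17 macrophage markers 11 lay at the level of the control probe sets on every array, as did 5 of 10, 6 of 11 and 7 of 15 in the other lists.

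OXP replicate 2 lay nearer to the STS+OXP arrays than to the other OXP arrays. A poor quality of its RNA is argued against, since its Gapdh control sets differed by 0.0644 between the 3′ and 5′ ends, within the range of the other arrays without OXP replicate 1, which ended at 0.284. A single wrong label stays open and may account for the position, since it differed from the STS+OXP arrays by 0.143 to 0.204, with a mean of 0.173, while these differed from each other by 0.143 to 0.177 and the CTR arrays from each other by 0.15 to 0.205. A shortage of nutrients in that culture stays open too, since this array departed from the other OXP arrays in the direction of STS at 63.8% of the 2819 genes called in STS, which a wrong label would also give, so that the pair cannot be told apart. Its median over the cholesterol genes was 1.11, against 0.265 and 0.0899 on OXP replicates 1 and 3 and 1.04 to 1.20 on the STS+OXP arrays.

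OXP replicate 1 had a weak signal from the 5′ ends of its control transcripts. Its Gapdh control sets differed by 3.85 between the 3′ and 5′ ends, against at most 0.284 elsewhere, its Actb sets by 2.33, against 0.842 to 1.33, and its 18S set read 3.73, against 9.84 to 10.8. Degraded or short-copied RNA may account for this and stays open. Its spiked hybridization controls averaged 9.02, within 8.94 to 9.29 on the other arrays, so they did not depart from the rest of the array. RMA equalizes the arrays, which would remove a difference of the whole array in hybridization or scanning. These values therefore cannot decide on hybridization or scanning, which stays open too. No biological explanation was tested.

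The STS effects without and with OXP had a Pearson correlation of 0.198 and a Spearman correlation of 0.0623 across the 17097 genes, which are not independent replicates. Of 100 relabellings of both pairs of groups, the real one included, 30 gave a correlation as far from 0, with 0.311 as the highest of the others, so that chance cannot be excluded. It was 0.11 without OXP replicate 3 and 0.277 without OXP replicates 1 and 2 together, which leaves 1 OXP array.

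With 3 arrays against 3 there are 10 splits, too few for a share under 0.05, so the real values are given beside the highest of the other splits. For STS+OXP and OXP, the other splits that reached a real value all put OXP replicate 2 with STS+OXP arrays. They repeat the position of that array described above, so they decide nothing about chance in that comparison. The number of genes called was 2819 against 0 for STS and CTR (1 of 10 splits reached the real value), 5377 against 0 for OXP and CTR (1), 5230 against 0 for STS+OXP and CTR (1), 3764 against 0 for STS+OXP and STS (1) and 2 against 3 for STS+OXP and OXP (2). The median log2 change of the glycolysis genes was -0.41 against 0.23 for STS and CTR (1 of 10 splits), -0.32 against 0.30 for OXP and CTR (1), -0.62 against 0.26 for STS+OXP and CTR (1), -0.20 against 0.175 for STS+OXP and STS (1) and -0.32 against 0.35 for STS+OXP and OXP (4), the other values without their sign. The median of oxidative phosphorylation was -0.02 against 0.04 for STS and CTR (9 of 10 splits), 0.19 against 0.193 for OXP and CTR (2), 0.05 against 0.08 for STS+OXP and CTR (2), 0.08 against 0.06 for STS+OXP and STS (1) and -0.14 against 0.15 for STS+OXP and OXP (2).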
